# ERRα fosters running endurance by driving myofiber aerobic transformation and fuel efficiency

**DOI:** 10.1016/j.molmet.2023.101814

**Published:** 2023-10-05

**Authors:** Hui Xia, Charlotte Scholtes, Catherine R. Dufour, Christina Guluzian, Vincent Giguère

**Keywords:** Diabetes, Endurance exercise, Fuel metabolism, Lactate, Mitochondrial oxidative metabolism, Muscle function, Muscle wasting, Myofibers, Nuclear receptor

## Abstract

**Objective:**

Estrogen related receptor α (ERRα) occupies a central node in the transcriptional control of energy metabolism, including in skeletal muscle, but whether modulation of its activity can directly contribute to extend endurance to exercise remains to be investigated. The goal of this study was to characterize the benefit of mice engineered to express a physiologically relevant activated form of ERRα on skeletal muscle exercise metabolism and performance.

**Methods:**

We recently shown that mutational inactivation of three regulated phosphosites in the amino terminal domain of the nuclear receptor ERRα impedes its degradation, leading to an accumulation of ERRα proteins and perturbation of metabolic homeostasis in ERRα^3SA^ mutant mice. Herein, we used a multi-omics approach in combination with physical endurance tests to ascertain the consequences of expressing the constitutively active phospho-deficient ERRα^3SA^ form on muscle exercise performance and energy metabolism.

**Results:**

Genetic heightening of ERRα activity enhanced exercise capacity, fatigue-resistance, and endurance. This phenotype resulted from extensive reprogramming of ERRα global DNA occupancy and transcriptome in muscle leading to an increase in oxidative fibers, mitochondrial biogenesis, fatty acid oxidation, and lactate homeostasis.

**Conclusion:**

Our findings support the potential to enhance physical performance and exercise-induced health benefits by targeting molecular pathways regulating ERRα transcriptional activity.

## Highlights

• A physiologically relevant phospho-deficient ERRα^3SA^ mouse model displays improved exercise performance.
• ERRα^3SA^ mice exhibit a reprogrammed skeletal muscle ERRα cistrome.
• ERRα^3SA^ drives myofiber aerobic transformation and metabolic fuel efficiency.
• ERRα^3SA^ enhances lactate clearance by augmenting its oxidation to pyruvate.

## Abbreviations

AICAR: 5-aminoimidazole-4-carboxamide ribonucleotide
AMPK: AMP kinase
ANT: adenine nucleotide translocator
ChIP: chromatin immunoprecipitation
CoA: coenzyme A
DEGs: differentially expressed genes
ERR: estrogen-related receptor
ERRE: ERR response element
eWAT: epididymal white adipose tissue
FA: fatty acid
FAO: fatty acid oxidation
FFA: free fatty acid
LD: lipid droplet
LDH: lactate dehydrogenase
LTT: lactate tolerance test
mtDNA: mitochondrial DNA
NCoR1: nuclear receptor corepressor 1
OxPhos: oxidative phosphorylation
PCR: polymerase chain reaction
PGC-1: peroxisome proliferator-activated receptor γ coactivator 1
RIP140: receptor interactor protein 140
ROS: reactive oxygen species
SDH: succinate dehydrogenase
TCA: tricarboxylic acid
WT: wild type

## 1 Introduction

Physical exercise elicits a multitude of benefits, mainly reflected by body weight loss, glucose homeostasis, insulin sensitivity, mitochondrial content/function, metabolic flexibility, as well as effects on the cardiovascular system, longevity, and tumor control [[1], [2], [3], [4], [5], [6]]. Thus, identifying agents that would mimic or potentiate the genetic effects of exercise to treat the related metabolic diseases is of great interest [7,8]. Despite progress in the field, the longstanding goal to identify targetable signaling pathways and transcription factors to improve endurance and muscle functions is still elusive.

Skeletal muscle is highly plastic even when nutrient availability is suboptimal. Muscle efficiently utilizes diverse energy sources (e.g., carbohydrates, fatty acids, amino acids, ketone bodies) and displays great flexibility in metabolic fuel selection [[9], [10], [11]]. This capacity relies greatly on the heterogeneity of muscle fibers, which are commonly classified into two types based on contraction speed, fatigability, and energy metabolism. The slow-twitch type I fibers have high mitochondrial content and preferentially use oxidative metabolism. Type II fibers exhibit faster twitch attributes and are subdivided into three categories. Type IIB have low mitochondrial levels and are specialized for anaerobic glycolytic metabolism. Type IIA possess more mitochondria than type IIB but are more glycolytic compared to type I, thus are mixed oxidative-glycolytic. Type IIX fibers are intermediate between IIA and IIB in metabolic and contractile properties and are often more oxidative and fatigue-resistant than IIB fibers [12].

Transcriptional regulation rigorously couples environmental demands with muscle distinctions, such as fiber size, metabolism, and contractile modes. Nuclear receptor ERRα and its co-regulators PGC-1α/β, RIP140 and NCoR1 have been established to feed into a highly complex transcriptional network that act in concert to control energy metabolism and muscle functions [[13], [14], [15], [16], [17], [18], [19], [20]]. ERRα expression has been reported to be transcriptionally induced by exercise in skeletal muscle of both mice and humans [[21], [22], [23]]. ERRα-null mice display exercise intolerance, an effect found exacerbated by the combined loss-of-function of ERRα and ERRγ in muscle [14,24,25]. ERRα targets are also downregulated in muscles of patients with metabolic abnormalities [26,27]. We recently demonstrated that the activity of ERRα is strictly regulated by phosphorylation in response to insulin signaling, leading to changes in its cellular localization, ubiquitylation, and protein stability [28]. Mice engineered to express an ERRα protein harboring mutations in three phosphosites within the amino terminal domain of ERRα (ERRα^3SA^) display lasting ERRα protein stabilization accompanied by reduced insulin sensitivity despite improved mitochondrial function. These observations prompted us to explore the impact of augmented ERRα activity on exercise metabolism and muscle performance.

In this study, we demonstrate that ERRα^3SA^ phospho-mutant mice exhibit increased exercise endurance associated with improved lactate homeostasis, enhanced muscle mitochondrial function and oxidative capacity. This phenotype arises from an increase in ERRα occupancy and binding efficacy at specific sites on chromatin, leading to the activation of a genetic program mimicking physiological impacts of exercise training. Our results suggest that targeting an ERRα activating pathway might be used to improve exercise capacity, muscle functions, and the management of related metabolic diseases.

## 2 Materials and methods

### 2.1 Cell culture

C2C12 cells were obtained from the ATCC and cultured in DMEM (cat. no. 11965092; Thermo Fisher Scientific) supplemented with 10 % (v/v) fetal bovine serum (FBS; cat. no. 12483020; Thermo Fisher Scientific), 100 units/ml penicillin-streptomycin (Wisent), and 1X sodium pyruvate (Wisent) at 37 °C in a humidified incubator containing 5 % CO_2_. Cells were periodically tested for mycoplasma contamination using a mycoplasma PCR detection kit (cat. no. G238; Applied Biological Materials) and showed no signs of infection. C2C12 cells were treated with 1 mM AICAR for 6 h (cat. no. A9978; Sigma–Aldrich) as described in the corresponding legend.

### 2.2 Mice

All mouse manipulations were performed in accordance with procedures approved by the McGill Facility Animal Care Committee within animal protocol 3173 and complied with ethical guidelines set by the Canadian Council of Animal Care. Unless otherwise specified, all experiments used age-matched male littermates (2- to 3-month-old). Mice were housed two to five per cage in a constant environment (ambient temperature: 22°C–24 °C; relative humidity: 30%–70 %) under a 12-h light/dark cycle (7 am-7 pm light, 7 pm-7 am dark) with ad libitum access to water and a standard normal diet (ND; Envigo; Teklad Rodent diet 2920×; 3.1 kal/g, 24 kcal% protein, 16 kcal% fat, 60 kcal% carbohydrate) in an animal facility at McGill University. Mice were euthanized by cervical dislocation for serum and tissue isolations. Skeletal muscle (gastrocnemius and soleus), quadriceps, liver, heart, eWAT were harvested and snap-frozen in liquid nitrogen and stored at −80 °C until processing. ERRα^3SA^ phospho-mutant mice on a C57BL/6 N genetic background have been described previously [28].

### 2.3 Preparation of cell or tissue lysates and immunoblotting

For analyzing whole cell extracts of cultured C2C12 cells, cells were washed in ice-cold PBS and lysed using buffer K consisting of 20 mM Phosphate Buffer pH 7.0, 15 mM NaCl, 1 % NP40, 5 mM EDTA, as well as protease and phosphatase inhibitors (Thermo Fisher Scientific). For tissue lysates, frozen mouse tissues were pulverized in liquid nitrogen followed by homogenization and sonication in buffer K.

Protein lysates were subjected to determination of concentration using Bio-Rad protein assay dye reagent (cat. no. 5000006). After boiling with SDS sample buffer, denatured proteins were separated by SDS-PAGE, transferred to PVDF membranes (Bio-Rad), blotted according to primary antibody manufacturers' recommendations, and detected using ECL select (cat. no. CA97068-824; Amersham Biosciences), Clarity ECL (cat. no. 1705061; Bio-Rad) or Clarity Max ECL (cat. no. 1705062; Bio-Rad) Western blotting detection reagent. Data were collected using a ChemiDoc MP imaging System (Bio-Rad). The following antibodies were used: ERRα (1:1000 dilution; cat. no. ab76228; Abcam); phospho-ERRα (Ser19) (1:1000 dilution, homemade [29]; Phospho-AMPKα (Thr172) (1:1000 dilution; cat. no. 2535S; Cell Signaling Technology); AMPKα (1:1000 dilution; cat. no. 2532S; Cell Signaling Technology); Vinculin (1:2000 dilution; cat. no. MAB3574; clone VIIF9; Sigma–Aldrich); Tubulin (1:5000 dilution; cat. no. CLT9002; clone DM1A; Cedarlane); PGC1α (1:200 dilution; cat. no. sc-13067; Santa Cruz Biotechnology); LDHA (1:1000 dilution; cat. no. 2012S; Cell Signaling Technology); LDHB (1:1000 dilution; cat. no. A7625; ABclonal); MCT1 (1:1000 dilution; cat. no. A3013; ABclonal); MCT4 (1:1000 dilution; cat. no. A10548; ABclonal); total OxPhos rodent antibody cocktail (1:2000 dilution; cat. no. ab110413 (MS604); Abcam); MyHC I (1:2000 dilution; cat. no. BA-D5; DSHB); MyHC IIA (1:2000 dilution; cat. no. SC-71; DSHB); MyHC IIB (1:2000 dilution; cat. no. BF-F3; DSHB); Myoglobin (1:1000 dilution; cat. no. A5471; ABclonal); VEGFA (1:1000 dilution; cat. no. A5708; ABclonal); FABP3 (1:1000 dilution; cat. no. A5312; ABclonal); ACADL (1:2000 dilution; cat. no. A1266; ABclonal); PDK4 (1:1000 dilution; cat. no. A13337; ABclonal); phospho-HSL (Ser563) (1:1000 dilution; cat. no. 4139; Cell Signaling Technology); phospho-HSL (Ser660) (1:1000 dilution; cat. no. 4126; Cell Signaling Technology); HSL (1:1000 dilution; cat. no. 41078; Cell Signaling Technology); ATGL (1:1000 dilution; cat. no. A6245; ABclonal); Perilipin-1 (1:1000 dilution; cat. no. 9349; Cell Signaling Technology); NDUFB3 (1:1000 dilution; cat. no. A14378; ABclonal); SDHB (1:5000 dilution; cat. no. ab14714; Abcam); UQCRQ (1:1000 dilution; cat. no. A9872; ABclonal); COX7A2 (1:1000 dilution; cat. no. A8406; ABclonal); ATP5K (1:1000 dilution; cat. no. A16769; ABclonal); Cytochrome c (1:1000 dilution; cat. no. A13430; ABclonal).

### 2.4 RNA extraction and quantitative real-time PCR (RT-qPCR)

Total RNA of C2C12 cells, liver and heart was extracted using a RNeasy Mini Kit (cat. no. 74106; QIAGEN). Muscle RNA was extracted using a RNeasy Fibrous Tissue Mini Kit (cat. no. 74704; QIAGEN). RNA of adipose tissue was extracted using a RNeasy Lipid Tissue Mini Kit (cat. no. 74804; QIAGEN). Isolated RNA was then reverse-transcribed using ProtoScript II Reverse Transcriptase (cat. no. M0368X; NEB) according to the manufacturer's instructions. Synthesized cDNA was amplified by RT-qPCR with SYBR Green Master Mix (cat. no. 4887352001; Roche) on a LightCycler 480 instrument (Roche). The relative expression levels of selected mouse genes were normalized to the housekeeping gene *B-actin*, *Hprt*, or *Arbp*. Specific primer sequences are listed in Suppl. Table 3.

### 2.5 ChIP-sequencing

ERRα ChIP-seq experiments were performed using liver or skeletal muscle (gastrocnemius and soleus) of wild-type (WT) and ERRα^3SA^ mice sacrificed at zeitgeber time 9 by cervical dislocation.

For liver ChIPs, livers of two mice per genotype were pooled and homogenized with a polytron (power 4) in 10 ml of ice cold 1X PBS and then centrifuged at 3000 rpm for 2 min at 4 °C. Supernatants were removed and pellets were resuspended in 10 ml RT 1X PBS containing 1 % formaldehyde (cat. no. 2106-01; JT Baker) and protease inhibitors and left to rotate at RT for 12 min. Tubes were kept on ice and centrifuged at 3000 rpm for 2 min at 4 °C followed by three washes with 10 ml of ice-cold 1X PBS. Then, cell pellets were resuspended with 10 ml of cell lysis buffer (5 mM HEPES pH 8, 85 mM KCl, 0.5 % NP-40 and protease inhibitors). After a quick homogenization with a polytron (power 4), tubes were incubated at 4 °C for 30 min with rotation and vortexed every 10 min. Centrifugation was carried out at 3000 rpm for 10 min at 4 °C and supernatants were removed to obtain nuclear pellets. Nuclear pellets were resuspended in 4 ml of sonication buffer per genotype (50 mM Tris–HCl pH 8.1, 10 mM EDTA, 1 % SDS and protease inhibitors), transferred to Eppendorf tubes in 500 μl aliquots and sonicated (Fisher Scientific model 100) at power 10 for 8 s pulses 40 times in a water/ice bath in a cold room. Samples were subjected to centrifugation at 13,000 rpm for 10 min at 4 °C and supernatants were collected in new tubes. To test the efficacy of chromatin sonication, 20 μl of sonicated chromatin was transferred into a tube with 200 μl of decrosslinking buffer (1 % SDS, 0.1 M NaHCO_3_), 8 μl of NaCl (5 M) and 10 μl of 1 mg/ml proteinase K (cat. no. PRK403.250; BioShop). Tubes were incubated at 65 °C for 1 h for a fast decrosslink. Samples were purified using a Qiaquick PCR purification kit (cat. no. 28106; Qiagen) and eluted with 30 μl of homemade elution buffer (10 mM Tris–HCl pH 8.0, 0.1 mM EDTA pH 8.0). The samples were run on a 1 % agarose gel with ethidium bromide to ensure the observation of sheared chromatin between 200 and 1000 bp with a concentration around 500 bp. One day prior, 60 μl of magnetic Protein G Dynabeads were washed twice with 1 ml of cold blocking buffer (1X PBS, 0.5 % BSA) and incubated overnight in 400 μl of cold blocking solution with 10 μl of anti-ERRα antibody (cat. no. ab76228; Abcam) at 4 °C with rotation. Then, supernatants were discarded, and beads were washed twice with 1 ml of cold blocking solution. Subsequently, 200 μg of chromatin diluted in 2.5X ChIP dilution buffer (2 mM EDTA pH 8.0, 100 mM NaCl, 20 mM Tris–HCl pH 8.0, 0.5% Triton X-100, and protease inhibitors) and 100 μl blocking buffer were added to the antibody-bound beads and kept for overnight rotation at 4 °C. The next day, beads were washed 6 times for 3 min each at 4 °C with rotation using 1 ml of LiCl buffer (100 mM Tris–HCl pH 7.5, 500 mM LiCl, 1 % NP-40 and 1 % Na-desoxycholate). For the fourth wash, beads were transferred to a new tube. Then, beads were washed quickly once with 1 ml of ice-cold TE buffer (10 mM Tris–HCl pH 8.0 and 1 mM EDTA pH 8.0). 300 μl of decrosslink buffer was added followed by vortex and overnight incubation in a 65 °C water bath. The following day, tubes were centrifuged at 13,000 rpm for 3 min at RT. Supernatants were collected in a new tube and 300 μl of TE buffer was added. 1.2 μl of RNase A (cat. no. 79254; Qiagen, 0.2 μg/μl final) was added to 600 μl of sample and tubes were kept at 37 °C for 2 h. Then, 12 μl proteinase K (0.2 μg/μl final) was added and incubated at 55 °C for 2 h. Chromatin from four ChIPs per genotype were purified using a QIAquick PCR purification kit (cat. no. 28106; Qiagen) and eluted using the same 37 μl of homemade elution buffer (10 mM Tris–HCl pH 8.0, 0.1 mM EDTA pH 8.0).

For skeletal muscle ChIPs, muscles from both hind limbs of five mice per genotype were pooled and homogenized with a polytron (power 5) in 10 ml of ice cold 1X PBS and then centrifuged at 3000 rpm for 2 min at 4 °C. Muscle ChIP DNA were obtained as described above for liver ChIPs with the following discrepancies. Nuclear isolation was performed prior to the crosslinking step. For sonication, crosslinked nuclei were resuspended in 3 ml of sonication buffer per genotype, transferred to Eppendorf tubes in 500 μl aliquots and sonicated at power 10 for 8 s pulses 60 times in a water/ice bath in a cold room. 170 μg of chromatin was added to 60 μl antibody-bound beads linked with 10 μl of ERRα antibody and kept for overnight rotation at 4 °C.

Liver and skeletal muscle ChIP DNA prepared as described above were provided to the Génome Québec Innovation Centre for DNA library preparation using the NEB Ultra II DNA library preparation kit according to Illumina recommendations. ChIP DNA libraries were sequenced using the NovaSeq 6000 platform (Illumina) as 100bp paired-end reads. ChIP-seq reads were first trimmed for adapter sequences and low-quality score bases using Trimmomatic v0.36 [30]. The resulting reads were mapped to the mouse reference genome (mm10) using BWA-MEM v0.7.12 [31] in paired-end mode at default parameters. Only reads that had a unique alignment (mapping quality >20) were retained and PCR duplicates were removed using Picard tools v2.0.1 (https://broadinstitute.github.io/picard/). Peaks (summit +/− 150 bp) were called using MACS2 software suite v2.1.1.20160309 [32] with the default FDR (alpha = 0.05) and further filtered to FDR <0.001 using sequenced libraries of input DNA as control. Peaks in mitochondrial chromosome and scaffold regions were removed. Peak annotation and *de novo* motif enrichment analyses were performed using the annotatePeaks and findMotifsGenome commands, respectively, from HOMER software suite v4.9.1 [33]. Peak intersection analysis was performed with HOMER using the script *mergePeaks -d300* on the total list of peaks with subsequent filtering for peaks annotated to genes ±20 kb of TSS to determine peaks specific to WT, ERRα^3SA^ or common to both. Separate “reference peak sets” was generated by merging ChIP-seq peaks across samples in the same experiment, using bedtools merge v2.27.0 with parameters: -sorted -d −150 (https://bedtools.readthedocs.io/). Peak signals were then calculated as Fragments Per Kilobase of transcript per Million mapped reads (FPKM) using HOMER. ERRα ChIP-seq tracks were visualized using IGV (v2.11.2) [34].

### 2.6 Treadmill exhaustion test

Age-matched (3-month-old) ERRα^3SA^ mice or control littermates were exercised on a five-lane rodent treadmill (Harvard Apparatus). Mice were pre-adapted to the treadmill for 3 days with the following program. Day 1 - static treadmill band 10 min. Day 2 - walking on the treadmill for 10 min (8.3 cm/s). Day 3 -running for 10 min (16.6 cm/s). Electric stimulus of 0.3 mA was employed to force mice to run. The run-to-exhaustion test was conducted by gradually increasing speed to 35 cm/s in 24 min followed by the exhaustion run at 35 cm/s until mice failed. Exhaustion was considered after 5 s permanence on the electric grid. If the mouse remained on the treadmill for more than 120 min, mice were removed from the machine and the test was considered as completed. Maximum exercise capacity was estimated from each run-to-exhaustion trial using three parameters: the duration of the run (min), the distance ran (m), and the work performed (J), with work being the product of body weight (kilograms), gravity (9.81 m/s^2^), vertical speed (meters per second times angle), and time (seconds). Mice were put back into their respective cages with free access to water and food and sacrificed 3.5 h post endurance running. A second experiment was carried out to confirm that the upregulation of ERRα protein levels observed in response to the exercise regimen was not influenced by potential post-feeding insulin-mediated induction of ERRα. In the second experiment, exercised mice did not have access to food (only water) during the recovery period (3.5 h) and the control sedentary group had no access to food from the start of the exercise test until the end of the recovery period of the exercised group.

### 2.7 Rotarod test

Motor coordination ability was examined by two tests using a five-lane rotarod (IITC Life Science). For the first test, the rotarod was set to accelerate steadily from 4 to 40 rpm for 300 s, mice (3.5-month-old) were habituated to the rotarod for 5 min on the first day and then the animals were subjected to three trials per day (with 15 min inter-trial rest) for five consecutive days. The second test was performed on the seventh day at constant speed (20 rpm for 600 s). Mice remaining on the rod for more than 10 min were removed from the machine and the test was considered as completed. The duration that each animal was able to stay on the rotating rod was recorded as the time to fall and only the average score among the three trials was considered for analysis.

### 2.8 Grip strength test

Maximum muscle strength of the 3.5-month-old ERRα^3SA^ mice and their age-matched WT littermates was measured using a grip strength meter (Columbus instruments). The mouse was allowed to grab the metal grid with four limbs and gently pulled backwards in a horizontal line by the tail until the grip was released. The peak force applied to the grip by the animal at the time of the release is recorded as maximum strength (Newtons). Three measurements were collected from each animal for 3 consecutive days and the average value was used for statistical analysis.

### 2.9 Biochemistry measurements

Mouse blood samples were collected from the submandibular vein of mice. Blood glucose and lactate were measured from tail lateral vein blood using a OneTouch Ultra®2 glucose meter (LifeScan) and Lactate Scout (Lactate.com) in 4-month-old WT and ERRα^3SA^ mic before exercise, upon exhaustion of the first mouse and at failure in the treadmill endurance test, respectively. Muscle FFA and glycogen contents were determined using a Free Fatty Acid Assay Kit (cat. no. ab65341; Abcam) and a Glycogen Assay Kit (cat. no. ab65620; Abcam) respectively, as per the manufacturer's recommendations.

### 2.10 Citrate synthase assay

Citrate synthase (CS) activity was measured using a Citrate Synthase Assay Kit (cat. no. ab239712; Abcam). About 10 mg frozen quadriceps of WT and ERRα^3SA^ mice were homogenized with ice-cold CS Assay Buffer (200 μl per 10 mg tissue), quickly sonicated, and left on ice for 10 min followed by centrifugation at 11,000 rpm for 5 min. Briefly, 50 μl supernatants of each sample were added in a 96-well plate in duplicate, mixed with either 50 μl control solution or 50 μl reaction solution, and the colorimetric reaction was read immediately and every 5 min in kinetic mode for 60 min at 405 nm on the Azure Ao absorbance microplate reader.

### 2.11 Fatty acid oxidation assay

FAO activity was measured using a Fatty Acid Oxidation Kit (cat. no. E-141; Biomedical Research Service). The method is based on oxidation of the substrate octanoyl-CoA coupled to FADH_2_/NADH-dependent reduction of INT to formazan. About 15 mg frozen quadriceps of WT and ERRα^3SA^ mice were homogenized with ice-cold 1X sample buffer (50 μl per mg tissue) and left on ice with agitation for 5 min followed by centrifugation at 15,000 g for 5 min. Briefly, 20 μl supernatants of each sample were added in a 96-well plate in duplicate, mixed with either 50 μl control solution or 50 μl reaction solution, and incubated in a 37 °C humidified incubator (no CO_2_) for 60 min. The colorimetric reaction was read at 492 nm on the Azure Ao absorbance microplate reader.

### 2.12 Lactate dehydrogenase (Ldh) assay and Ldh isoenzyme composition determination

Total Ldh activity was measured using a Lactate Dehydrogenase (LDH) Assay Kit (cat. no E-107; Biomedical Research Service). The method is based on the reduction of the tetrazolium salt INT in a NADH-coupled enzymatic reaction to formazan. Briefly, protein lysates (20 μl at 0.03 μg/μl) from skeletal muscle (gastrocnemius and soleus) and quadriceps of WT and ERRα^3SA^ mice prepared as described for immunoblotting were added in a 96-well plate, mixed with 50 μl LDH Assay buffer, and incubated in a 37 °C non-humidified incubator (no CO_2_) for 30 min. The colorimetric reaction was read at 492 nm on the Azure Ao absorbance microplate reader.

Specific Ldh isoenzyme composition and activity was determined using a Lactate Dehydrogenase (LDH) Staining Kit (cat. no E-106; Biomedical Research Service). Ldh is composed of four subunits, consisting of Ldha (type M, muscle) and/or Ldhb (type H, heart), giving rise to five potential isoenzymes. The method is based on the separation of the Ldh isoenzymes by non-denaturing agarose gel electrophoresis followed by enzymatic reduction of a tetrazolium salt to a formazan product exhibiting a dark blue color whereby its intensity is proportional to Ldh isoenzyme activity. Briefly, 12 μl protein lysates at 3 μg/μl and 2 μg/μl for skeletal muscle (gastrocnemius and soleus) and quadriceps, respectively, of WT and ERRα^3SA^ mice prepared as described for immunoblotting were mixed with 3 μl Loading Solution and loaded on a mini agarose gel apparatus. Following Ldh isoenzyme separation, mini agarose gels placed in casting trays were covered in 6 ml LDH Staining Solution, wrapped with aluminum foil to prevent evaporation, and incubated in a 37 °C humidified incubator (no CO_2_) at which reaction times were initiated. Dark blue Ldh bands were detected in skeletal muscle and quadricep lysates following a reaction time of 30 min and 1 h, respectively, and images were acquired using a ChemiDoc MP imaging System (Bio-Rad). Densitometric analyses of Ldh stained bands were performed using the open-source image analysis software Fiji (version 2.9.0/1.53t) [35].

### 2.13 LTT

For the lactate tolerance test, mice were transferred from cages with corn chip to wood chip bedding from 9:30 am to 3:30 pm. Mice were intraperitoneally injected with 2 mg/g body weight of freshly made L-lactic (cat. no. 71718; Sigma) after 6 h food deprivation. Blood was collected from the tail vein at 0, 15, 30, 60, 90 and 120 min for determination of glucose or lactate levels using the OneTouch Ultra®2 glucose meter (LifeScan) and the Lactate Scout meter (Lactate.com), respectively. Tissues were collected 4 h post lactate injection.

### 2.14 Histology

For immunohistochemistry (IHC) staining of succinate dehydrogenase (SDH), fresh muscles were snap frozen in Tissue-Tek O.C.T Compound (cat. no. 1437365; Thermo Fisher Scientific) followed by frozen sectioning at the Histology Core Facility of the Goodman Cancer Institute (GCI). Cryo-sections were thawed at room temperature (RT) and incubated for 90 min in incubation medium (100 ml 0.2 M phosphate buffer, 2.7 g sodium succinate, 100 mg Nitro blue tetrazolium chloride) placed in a glass coplin slide staining jar and then rinsed in PBS. Stained sections were then fixed in 10 % formalin-PBS solution for 5 min at RT followed by washing in 15 % alcohol for 5 min. Slides were mounted with Shandon™ Immu-Mount™ (cat. no. FS9990402; Thermo Fisher Scientific) and sealed. Slides were scanned using Aperio ScanScope XT and viewed by Aperio ImageScope (version 12.4.3.5008; Leica Biosystems).

### 2.15 Immunofluorescence

Cryo-sections were thawed at RT and fixed in 3 % paraformaldehyde in PBS for 20 min, followed by washing with three changes of PBS for 5 min each. Specimens were blocked for 1 h at room temperature with UltraCruz® Blocking Reagent (cat. no. sc-516214; Santa Cruz Biotechnology) then incubated at 4 °C overnight with primary antibodies: Laminin (1:200; cat. no. L9393; Sigma), or CD31 (1:50; cat. no. 550274; BD Pharmingen). Sections were washed with three changes of PBS for 5 min each and then incubated at RT for 1 h in a dark chamber with secondary antibodies: Donkey anti-Rabbit IgG (H + L) conjugated with Alexa Fluor 488 (1:1000; cat. no. A-21206; Invitrogen), Goat anti-Rat IgG (H + L) conjugated with Alexa Fluor 555 (1:1000; cat. no. A-21434; Invitrogen). Sections were washed with three changes of PBS for 5 min each and immediately mounted with ProLong Glass Antifade Mountant with NucBlue Stain (cat. no. P36981; Invitrogen). Images were collected using LSM 800 Confocal Microscope at Advanced BioImaging Facility (ABIF) of McGill university and processed using Zeiss Zen software (version 3.1).

For immunofluorescence (IF) staining of myosin heavy chain (MyHC) isoforms, muscles were rapidly snap-frozen with OCT embedding media in 2-methylbutane for 50 s. Then, IF was performed as previously described [36] with some modifications. Briefly, fresh (no fixation) cryo-sections (10 μm) of mouse quadriceps were blocked with 4 drops of M.O.M. IgG blocking solution (cat. no. MKB-2213-NB, Novus) in 2 ml of PBS 1X for 1 h at room temperature. Then, muscle sections were briefly washed twice with 150 μL of PBS 1X for 2 min. A solution with all the primary antibodies in PBS containing 0.5 % of bovine serum albumin (BSA, cat. no. 200-095-CG, Multicell) was then prepared (cat. no. SC-71 (IgG1, supernatant, 1:100 dilution, Developmental Studies Hybridoma Bank) specific for MyHC-2A; cat. no. BF-F3 (IgM, supernatant, 1:100 dilution, Developmental Studies Hybridoma Bank) specific for MyHC-2B; cat. no. L9393 (IgR 3.5 μg/ml dilution, Sigma) specific for laminin to visualize sarcolemma). Sections were incubated for 1 h at 37 °C in humid chambers with primary antibodies. After, sections were washed three times (5 min each) with PBS 1X. Then, sections were incubated for 1 h at 37 °C in humid chambers in the dark with a solution with the three different secondary antibodies, diluted in PBS containing 0.5 % BSA and 5 % goat serum (cat. no. G9023-10 ML, Sigma): goat anti-mouse IgG1, conjugated with DyLight488 fluorophore (cat. no. 115-547-185; Jackson Immunoresearch; to bind to SC-71) at dilution 1:100; goat anti-mouse IgM, conjugated with DyLight594 fluorophore (cat. no. 115-587-020; Jackson Immunoresearch to bind to BF-F3) at dilution 1:100; goat anti-rabbit IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 647 (cat. no. A-21245, Thermo Fisher to bind to laminin) at dilution 2 μg/ml. Next, sections were then washed three times (5 min each) with PBS 1X. Sections were mounted with Immu-Mount™ (cat. no. 9990402, Thermo scientific). Pictures were collected with an epifluorescence Axiovert 1 Zeiss microscope. Single-color images were merged to obtain a whole muscle reconstruction with Zen Blue software using Stitching method and a reference image for the background of each muscle. Then, specific muscle fibers were counted manually.

### 2.16 Mitochondrial DNA to nuclear DNA (mtDNA/nDNA) ratio

The relative number of mitochondria in mouse quadriceps muscle was estimated by measuring the ratio of mtDNA:nDNA. Genomic DNA was extracted using the DNeasy blood and tissue kit (cat. no. 69506; QIAGEN) with RNase A being used to degrade cellular RNA. DNA was quantified and used for qPCR amplification. The relative amounts of mtDNA and nDNA were quantified using primers specific for mitochondrial gene 16 S ribosomal RNA (16 S rRNA; forward, 5′-CCGCAAGGGAAAGATGAAAGAC-3′; and reverse, 5′-TCGTTTGGTTTCGGGGTTTC-3′) and the nuclear gene Hexokinase 2 (HK2; forward, 5′-GCCAGCCTCTCCTGATTTTAGTGT-3′; and reverse, 5′-GGGAACACAAAAGACCTCTTCTGG-3′).

### 2.17 Ion pairing LC-MS/MS metabolite profiling

Skeletal muscle was collected 3.5 h post endurance running and snap-frozen in liquid nitrogen followed by pulverization in liquid nitrogen. 10 ± 1 mg tissue were weighed per sample and subjected to bead beating (Eppendorf Tissue-lyser) together with 1,140 μl of 50 % methanol (MeOH) and 660 μl of acetonitrile (ACN) for 2 min at 30 Hz. Lipids were partitioned through the addition of 1,800 μl of cold dichloromethane and 900 μl of cold H2O. Samples were kept as cold as possible during extraction. The upper aqueous layer was then removed and dried by vacuum centrifugation (LabConco) with sample temperature maintained at −4 °C. Each sample was individually resuspended in 50 μl of cold water and immediately subjected to LC-MS analysis. Metabolite separation was achieved by using a 1290 UPLC equipped with a Zorbax Extend C18 column 1.8 μm, 2.1 × 150 mm^2^ with guard column 1.8 μm, 2.1 × 5 mm^2^ (Agilent Technologies). The chromatographic gradient started at 100 % mobile phase A (97 % water, 3 % methanol, 10 mM tributylamine, 15 mM acetic acid, 5 μM medronic acid) for 2.5 min, followed with a 5-min gradient to 20 % mobile phase C (methanol, 10 mM tributylamine, 15 mM acetic acid, 5 μM medronic acid), a 5.5-min gradient to 45 % C and a 7-min gradient to 99 % C at a flow rate of 0.25 ml min^−1^. This was followed by a 4-min hold time at 100 % mobile phase C. The column was restored by back-washing with 99 % mobile phase D (90 % ACN) for 3 min at 0.25 ml min^−1^, followed by increase of the flow rate to 0.8 ml min^−1^ over 0.5 min and a 3.85-min hold, after which the flow rate was decreased to 0.6 ml min^−1^ over 0.15 min. The column was then re-equilibrated at 100 % A over 0.75 min, during which the flow rate was decreased to 0.4 ml min^−1^, and held for 7.65 min. One minute before the next injection, the flow was brought back to forward flow at 0.25 ml min^−1^. The column temperature was maintained at 35 °C. Eluants were detected by a triple quadrupole mass spectrometer (6470 QQQ Agilent) Dynamic multiple reaction monitoring (dMRM) was used for the detection of 269 metabolites (207 in range curves, 34 validated (not in calibration curves), 28 compounds from the Agilent Ion pairing library, not fully validated by the facility. Retention time and MRM transitions were optimized using authentic standards for all validated compounds. Metabolite saturation levels were determined from external curves for the most commonly detected metabolites of central carbon metabolism. Area under the curve for each sample and metabolite analyzed and ensured to be below the saturation limit for those metabolites where range curves were available. No corrections or allowances were made for ion suppression effects. Relative abundance of metabolites was normalized to tissue weight.

### 2.18 Statistics and reproducibility

GraphPad Prism 9 were used to generate graphs and for statistical analyses. The specific statistical tests and definition of error bars are denoted in the corresponding figure legend. For all data, differences were considered significant when p < 0.05. “n” values represent individual mice or biological replicates. Sample size was not pre-specified statistically. Panels shown without biological replicates are representative of independent experiments.

### 2.19 Data availability

ERRα liver and skeletal muscle ChIP-sequencing data performed on ERRα^3SA^ and WT mouse littermates have been deposited in NCBI's Gene Expression Omnibus (GEO) under the accession number GEO: GSE219046. Muscle RNA-sequencing data of WT and ERRα^3SA^ mice are under the accession number GEO: GSE182000. RNA-sequencing data of exercise-induced muscle genes was from the original study for GSE97718.

## 3 Results

### 3.1 Exercise stimulates the expression of ERRα protein

We first aimed to explore how exercise enhances ERRα functional activity. Muscle contraction usually occurs with ATP turnover, AMPK activation, calcium flux, and oxygen pressure [22]. AMPK agonists by conferring multiple exercise-like changes in signalling, transcription and metabolism are considered as “exercise-mimetics” [7,37]. We observed accumulated ERRα protein in C2C12 muscle cells treated with AMPK activator AICAR, as well as in skeletal muscle of exercised mice following a 3.5 h recovery period (Figure 1A,B). An independent experiment confirmed that complete food restriction during the entire course of the exercise regimen did not prevent exercise-induced ERRα protein accumulation (Suppl. Fig. 1A), thus excluding possible post-feeding effects on ERRα induction. Notably, the augmented ERRα protein levels in response to AICAR and exercise were independent of transcriptional changes (Figure 1A,B). While transcription of the ERRα-encoded gene *Esrra* has been shown in a limited number of reports to be upregulated by exercise in both mice and humans [[21], [22], [23]], interrogation of a recent human transcriptome meta-analysis integrating 66 public exercise response datasets accessible through the web tool MetaMEx (www.metamex.eu; [38]) established that *ESRRA* is generally not transcriptionally activated in skeletal muscle by acute aerobic exercises (Figure 1C,D). In contrast, levels of *PPARGC1A* encoding PGC-1α are strongly elevated following a 2–3 h recovery period and to a lesser extent at 4–6 h post an acute aerobic exercise (Figure 1C,D). PGC-1α activity is well-known to be enhanced by endurance exercise and serves as an essential ERRα co-activator [[39], [40], [41], [42]]. Clearly, mechanisms other than PGC-1α coactivation of ERRα including ERRα protein stabilization underly the stimulatory actions of exercise on ERRα activity. We have previously identified three serine residues in ERRα central to a highly-conserved, strictly-regulated sequence motif, S(19)PDS(22)PKGS(26)SETE (Figure 1 E), that dictates ERRα cellular localization, protein stability and biological activity [28]. ERRα^3SA^ mice harboring mutations at these three serine residues result in a phospho-deficient genetic model exhibiting robust ERRα protein stabilization, as observed in skeletal muscle (Figure 1 F), essentially mimicking the inducible effects of exercise on ERRα protein level in this tissue. It is worth noting that phospho-ERRα S19 levels were not found responsive to AICAR or exercise (Suppl. Figs. 1B and C), and due to a lack of antibodies targeting the other two serines (S22 and S26), it is not clear whether AICAR- or exercise-induced increases in ERRα protein levels involve these specific residues.

**Figure 1:**
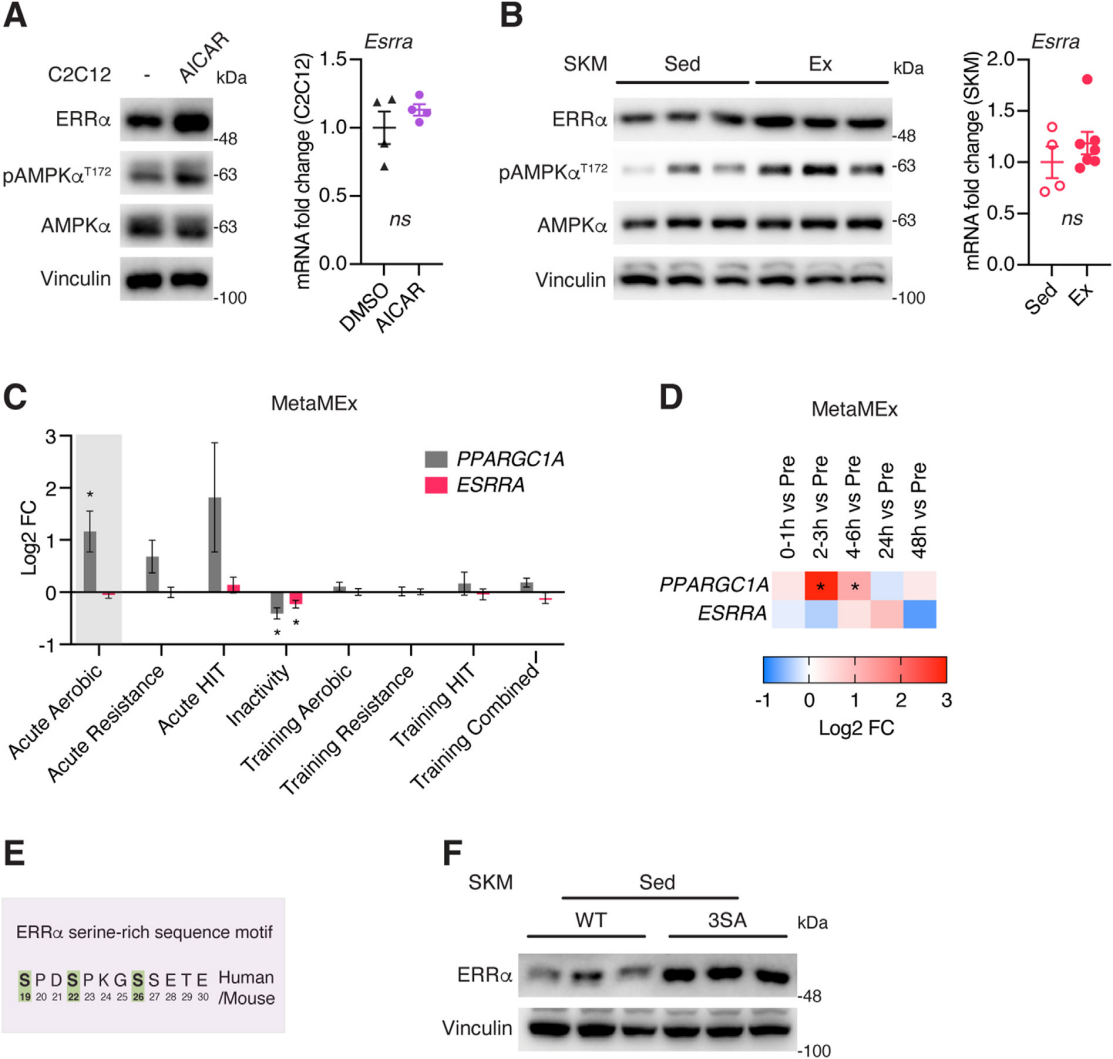
**Exercise induces ERRα protein expression.** (A) Immunoblots (left) and RT-qPCR (right, n = 4) examination of C2C12 muscle cells treated with 1 mM AICAR for 6 h. (B) Immunoblots (left, each lane represents one mouse, n = 3) and RT-qPCR (right, n = 4–7) examination of skeletal muscle (SKM) from sedentary (Sed) or exercised (Ex) mice. (C) Transcript profiles of *PPARGC1A* and *ESRRA* across 66 human skeletal muscle transcriptomic studies from the online tool MetaMEx. (D) *PPARGC1A* and *ESRRA* mRNA expression changes among the acute aerobic exercise datasets in (B) subdivided into different post recovery times relative to unexercised (Pre) control muscle. (E) Schematic of ERRα serine-rich sequence motif. (F) Immunoblot of ERRα protein in skeletal muscles of WT and ERRα^3SA^ mice. Each lane represents one mouse, n = 3. Data (A,B) are presented as means ± SEM, unpaired two-tailed Student's t test. ns: not significant. Data (C,D) are presented as means ± variance (95 % confidence intervals) or log2 fold-changes, ∗p < 0.05, Benjamini-Hochberg adjusted p-values.

### 3.2 ERRα genetic activation enhances exercise capacity

To test potential consequences of the loss of amino terminal domain phosphorylation on ERRα functional activity in muscle, we first subjected the mice to a treadmill exhaustion test and found that ERRα^3SA^ mice significantly outperformed their WT littermates, reflected by increased running time and distance, as well as the total work performed (Figure 2 A,B; Suppl. Fig. 2 A). By using both steady-accelerating and constant-speed rotarod we further confirmed enhanced motor coordination ability of ERRα^3SA^ mice (Figure 2C,D), which are independent of alterations in muscle strength (Suppl. Fig. 2 B).

**Figure 2:**
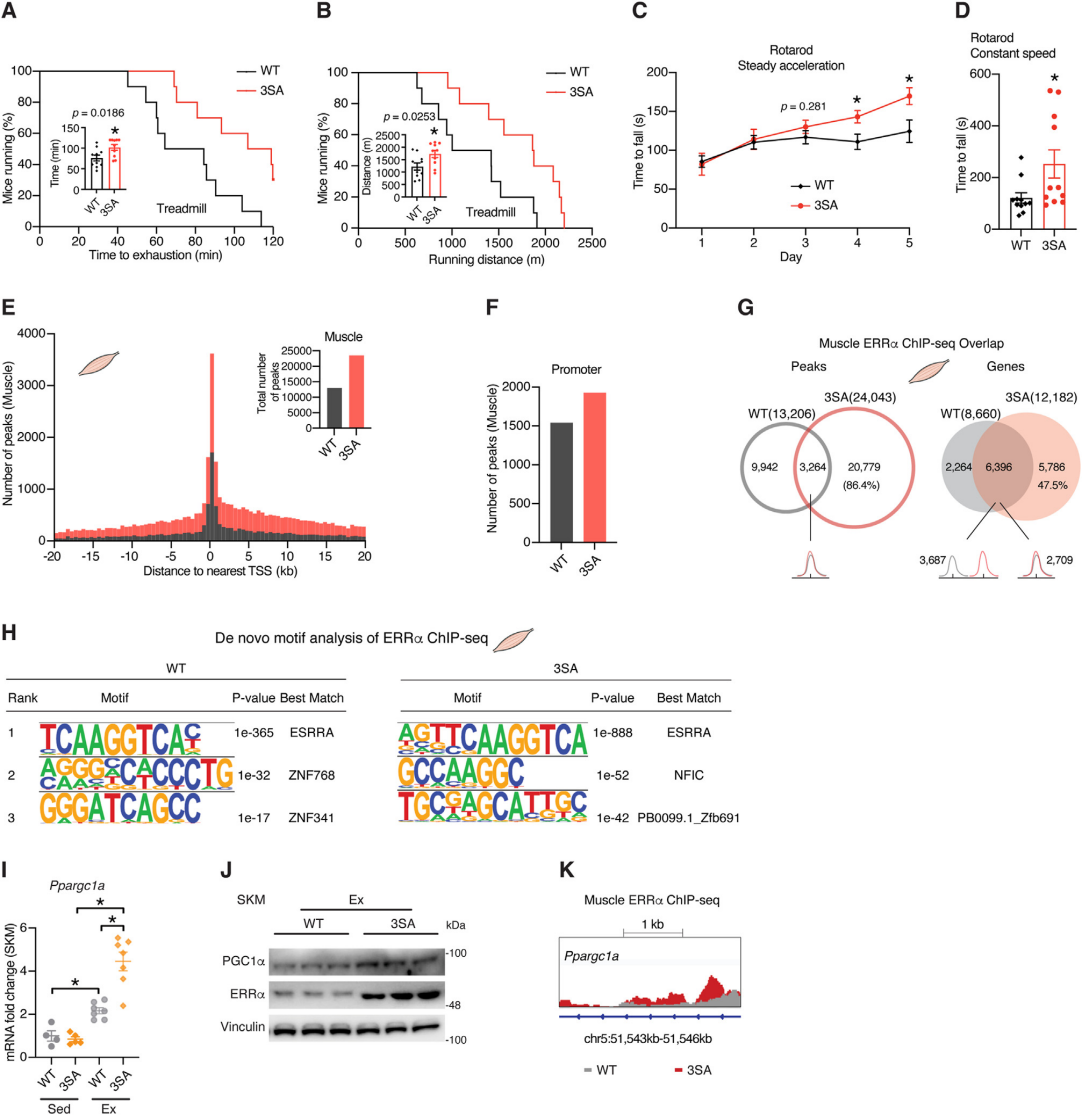
**ERRα genetic activation enhances exercise capacity.** (A) Treadmill exhaustion test performed in WT and ERRα^3SA^ mice (n = 10). Percentage of mice running at the indicated time. Inner histogram shows the mean duration of the run. (B) Treadmill exhaustion test performed in WT and ERRα^3SA^ mice (n = 10). Percentage of mice running at indicated distances. Inner histogram shows the mean running distance. (C, D) Motor coordination ability was evaluated in WT and ERRα^3SA^ mice (n = 11) as the time to fall from a rotarod either under (C) steady acceleration (4–40 rpm for 300 s) for five consecutive days or at (D) constant speed (20 rpm for 600s). (E) Distribution of skeletal muscle ERRα ChIP-seq peaks ± 20 kb relative to the transcription start site (TSS) of the nearest gene identified in ERRα^3SA^ and WT littermates. Inner histogram shows the total number of peaks bound by ERRα within ±20 kb of TSS. (F) Number of promoter-annotated muscle ERRα ChIP-seq peaks. (G) Overlap of ERRα ChIP-seq binding peaks (left) and target genes (right) within ±20 kb of TSS identified in the skeletal muscle of ERRα^3SA^ and WT littermates. (H) De novo motif computational discovery of ERRα-bound sequences (within ±20 kb of TSS) in the skeletal muscle of ERRα^3SA^ and WT littermates. (I) *Ppargc1a* mRNA levels in skeletal muscle of WT and ERRα^3SA^ mice in the sedentary state or post the treadmill exhaustion test, n = 4–7. (J) Immunoblots of skeletal muscle PGC-1α proteins in WT and ERRα^3SA^ sedentary mice and post the treadmill exhaustion test. Each lane represents one mouse, n = 3. (K) WT and ERRα^3SA^ muscle ChIP-seq tracks at *Ppargc1a*. Data are presented as means ± SEM, ∗p < 0.05, unpaired two-tailed Student's t test (A-D,I).

Given that dephosphorylation retains ERRα in the nucleus [28], we next sought to investigate whether it impacts the genome-wide interaction of ERRα with chromatin. To this end, we interrogated skeletal muscle and liver of ERRα^3SA^ and WT mice. 

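ERRα-bound chromatin was profiled in skeletal muscle pooled from 5 mice per genotype and in liver pooled from 2 mice per genotype, collected at zeitgeber time 9. Each genotype and tissue is represented by 1 sequenced library and 1 peak list, so there is no replicate check and no p-value between genotypes is given. The paper describes 4 immunoprecipitations purified together per genotype, whereas the sample labels give 3. The authors mapped the reads to mm10, called peaks with MACS2 against input DNA, removed peaks on the mitochondrial chromosome and on scaffolds, and annotated the rest with HOMER. The values used here start from these lists, which held 25427 peaks in WT muscle, 50647 in ERRα 3SA muscle, 21813 in WT liver and 29040 in ERRα 3SA liver. Every called interval lay within the chromosomes of GRCm38, and its GC content recomputed from that genome equalled the listed value for 29037 of the 29040 ERRα 3SA liver peaks and for a larger share of each other list. Called intervals were between 234 and 6788 bp wide, with a median of 435 bp in WT muscle, 420 bp in ERRα 3SA muscle, 411 bp in WT liver and 413 bp in ERRα 3SA liver. The authors' score of a peak is a whole number of at least 30, taken here from its lowest value to be 10 times the negative log10 of the FDR. Scores under 50 were held by 84.0% of the WT and 84.5% of the ERRα 3SA muscle peaks, and by 62.4% of the WT and 55.2% of the ERRα 3SA liver peaks. Scores were used to filter or rank peaks within a list, with tied peaks given the best rank of the tie. The scores of single peaks were not compared between lists. Where a score limit was used, the same limit was applied to each list, and it need not be equally strict in libraries of unknown depth. A rank is also given as the top percentage of its list, which is smaller in the longer ERRα 3SA list for an unchanged rank number. The lists carry no read numbers, so the depth of each library is unknown. Shares and ratios of peak numbers are given with 95% Wilson intervals, which cover counting error only.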

ERRα ChIP followed by high-throughput sequencing (ChIP-seq) revealed an over 1.8-fold increase in the number of ERRα-bound peaks by 3SA mutation within ±20 kb of gene transcription start sites (TSSs), highlighting increased ERRα recruitment to gene promoter regions in skeletal muscle (Figure 2 E,F; Suppl. Table 1). 

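In skeletal muscle, 12999 WT peaks and 23571 ERRα 3SA peaks lay within ±20 kb of the nearest TSS in the authors' annotation, a ratio of ERRα 3SA to WT of 1.81 (1.77–1.85). Peaks annotated as promoter-TSS numbered 1541 in WT and 1928 in ERRα 3SA muscle, a ratio of 1.25 (1.17–1.34). As a share of all peaks of the list, promoter peaks made up 6.06% (5.77–6.36) in WT and 3.81% (3.64–3.98) in ERRα 3SA muscle. The ratio rose with distance from the TSS. It was 1.21 for peaks up to 1 kb away, 1.90 between 1 and 5 kb, 2.09 between 5 and 20 kb, 2.12 between 20 and 50 kb, and 2.22 farther out. Among the alternatives tried, the largest change came from keeping only as many top-scoring ERRα 3SA peaks as the WT list holds, which makes the lists equally long. The ratio within ±20 kb was then 0.937 and that of promoter peaks 0.751. The peaks within ±20 kb were annotated to 8660 target genes in WT and 12182 in ERRα 3SA muscle. From the larger number of peaks in ERRα 3SA muscle, the paper concludes that the mutation increased ERRα recruitment to gene promoter regions.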

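In liver, 11216 WT peaks and 16104 ERRα 3SA peaks lay within ±20 kb of a TSS, a ratio of 1.44 (1.40–1.47). Promoter-annotated liver peaks numbered 1231 in WT and 1925 in ERRα 3SA mice, a ratio of 1.56 (1.46–1.68). They made up 5.64% (5.34–5.96) of all WT and 6.63% (6.35–6.92) of all ERRα 3SA liver peaks. Contrary to muscle, the liver ratio fell with distance, from 1.57 up to 1 kb from the TSS to 1.13 beyond 50 kb. With equally long liver lists, the ratios were 1.10 within ±20 kb and 1.25 at promoters. Target genes within ±20 kb numbered 7515 in WT and 9437 in ERRα 3SA liver.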

A similar although less pronounced pattern was also observed in the liver (Suppl. Fig. 2C,D; Suppl. Table 2). 

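Peaks of the 2 genotypes were taken as shared when the centres of their intervals lay within 300 bp of each other, over the whole lists, before peaks within ±20 kb were selected. Of the ERRα 3SA muscle peaks, 20524 had no WT partner, or 87.1% (86.6–87.5). The 3047 shared ones compare with a mean of 408 (range 356–457) over 100 draws in which the WT peaks were shifted by a random 10 to 100 kb. Conversely, 9951 WT muscle peaks, or 76.6% (75.8–77.3), had no ERRα 3SA partner. In liver, 10596 ERRα 3SA peaks, or 65.8% (65.1–66.5), had no WT partner, and 5508 were shared against a mean of 235 (range 194–269) in the shifted draws. WT liver peaks without a partner numbered 5703, or 50.8% (49.9–51.8). The share of ERRα 3SA peaks with a WT partner rose with the peak score, from 5.98% at scores of 30 to 39 to 79.6% at scores of at least 200 in muscle, and from 8.66% to 87.3% in liver. Of the alternatives chosen beforehand, a score of at least 100 in both lists moved the muscle share without a partner most, to 62.7%. When only the ERRα 3SA peaks had to score at least 100 and the WT list was kept whole, a choice made after seeing the data, 29.7% had no partner in muscle and 19.3% in liver. Among target genes, 6396 had a peak within ±20 kb in both muscle lists, 5786 in ERRα 3SA muscle alone and 2264 in WT muscle alone, so 47.5% (46.6–48.4) of the ERRα 3SA target genes lacked a WT peak. Of the 6396 common target genes, 2567 had a shared peak. In liver, 5626 target genes were common to both genotypes, 3811 had a peak in ERRα 3SA alone and 1889 in WT alone, giving 40.4% (39.4–41.4).
The highest-scoring peaks without a partner within ±20 kb were those of *Aldoa*, *Esrra* and *Sdhb* for WT muscle, *Esrra*, *Aldoa* and *Eno1b* for ERRα 3SA muscle, *Capn2*, *Nlrc5* and *Clybl* for WT liver, and *Capn2*, *Nlrc5* and *Jund* for ERRα 3SA liver. All of them overlapped an interval of the other genotype whose centre lay farther than 300 bp away. At *Esrra* on chromosome 19, WT muscle had intervals at 6920019–6920501 (exon, rank 27) and 6921384–6923762 (promoter-TSS, rank 8), and ERRα 3SA muscle had a single interval at 6919626–6923726 (rank 6). The ERRE TCAAGGTCA occurs in the ERRα 3SA interval at 6919741–6919749 on the reverse strand and, also within a WT interval, at 6922337–6922345 on the forward strand, the latter in the reference sequence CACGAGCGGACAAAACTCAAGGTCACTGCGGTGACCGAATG.

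**Figure D1:**
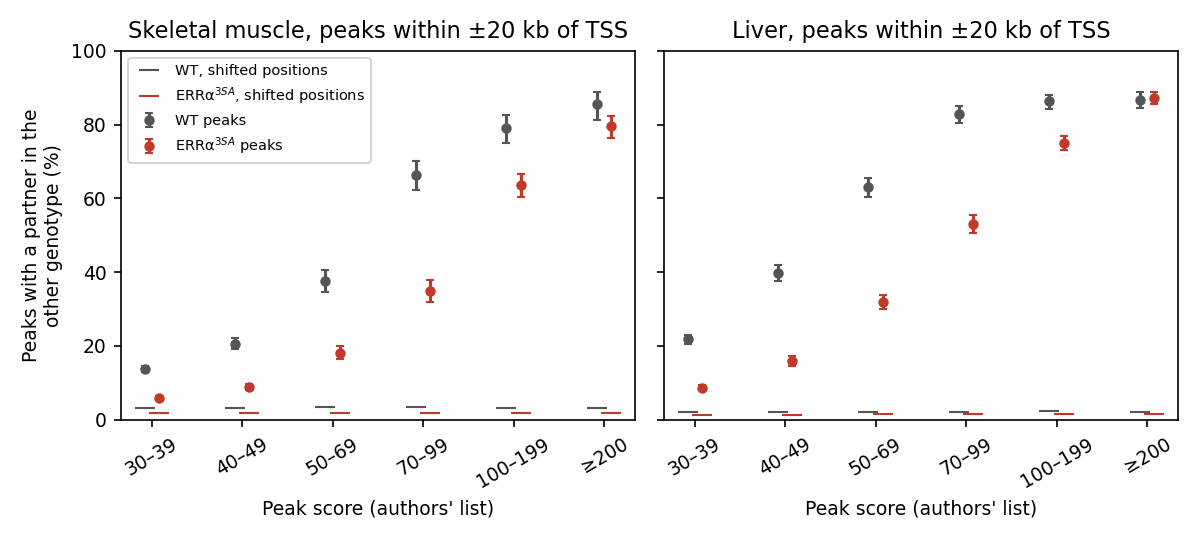
Share of peaks within ±20 kb of a TSS that have a partner in the other genotype (vertical axis, %) by class of the authors' peak score (horizontal axis), in muscle and liver. Points are WT and ERRα 3SA peaks with 95% Wilson intervals, and short lines give the mean share under random shifts; in ERRα 3SA muscle the share goes from 5.98% to 79.6%.

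**Figure D2:**
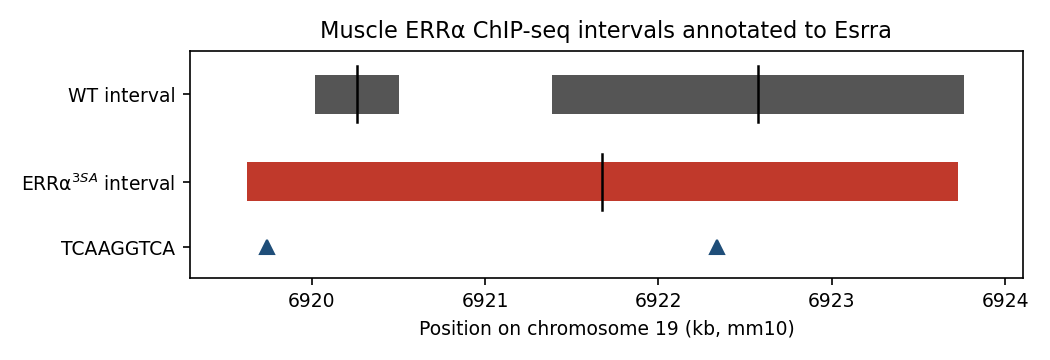
Called intervals around *Esrra* on chromosome 19 of GRCm38 (horizontal axis, position in kb) in WT and ERRα 3SA muscle, with interval centres and ERR motif sites marked. The ERRα 3SA interval overlaps both WT intervals, and their centres lie more than 300 bp apart.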

Notably, the 3SA mutation greatly remodeled the ERRα cistrome, especially in the muscle, with over 85 % peaks and around 50 % target genes identified in ERRα^3SA^ muscle being unique (Figure 2 G; Suppl. Fig. 2 E; Suppl. Tables 1 and 2). 

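The ERR response element was searched as TCAAGGTCA on either strand in the 300 bp around the centre of each interval within ±20 kb of a TSS. It was present in 578 WT muscle peaks, or 4.45% (4.11–4.81), and in 1145 ERRα 3SA muscle peaks, or 4.86% (4.59–5.14). Windows 5 kb to either side of the same peaks held it in 0.858% and 1.05%, so the share at peaks was 5.18 and 4.62 times that of its surroundings. In liver it was present in 1701 WT peaks, or 15.2% (14.5–15.8), and in 2394 ERRα 3SA peaks, or 14.9% (14.3–15.4). These shares were 13.4 and 14.2 times those of the surrounding windows, which were 1.13% and 1.05%. Between genotypes the intervals of the shares overlapped in both tissues. The reversed motif ACTGGAACT, read as a control, was present in 0.423% of WT and 0.369% of ERRα 3SA muscle peaks and in 0.481% of WT and 0.422% of ERRα 3SA liver peaks. Muscle peaks shared between genotypes held the element in 12.3% (WT list) and 12.2% (ERRα 3SA list), against 2.04% (1.78–2.34) of the WT-only and 3.77% (3.52–4.04) of the ERRα 3SA-only peaks. The corresponding liver shares were 23.3%, 23.6%, 7.35% (6.70–8.05) and 10.3% (9.78–10.9). Peaks without a partner more often have low scores, so these classes differ in score as well. At scores of 70 to 99, 13.6% of the ERRα 3SA-only muscle peaks held it, against 14.6% of all ERRα 3SA muscle peaks. For WT-only muscle peaks this was 7.94% against 14.3%. In liver it was 21.4% against 23.5% for ERRα 3SA and 13.5% against 23.0% for WT. In all 4 lists the share was higher at scores of at least 70 than at scores under 50, and restricting to scores of at least 100 changed it most in muscle, to 15.6% in WT and 17.3% in ERRα 3SA.

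**Figure D3:**
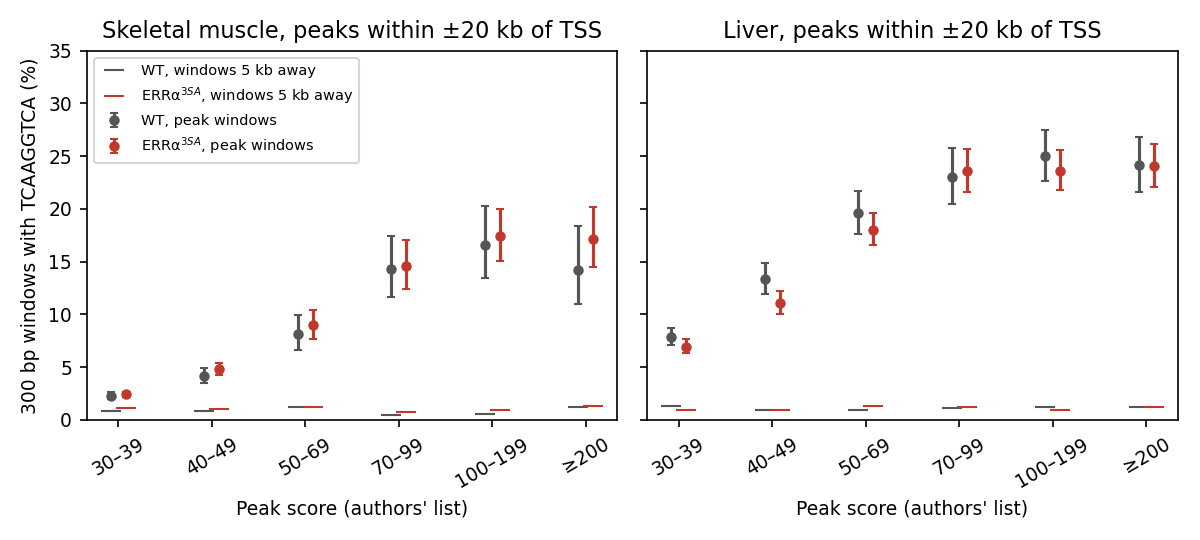
Share of 300 bp windows with TCAAGGTCA (vertical axis, %) by class of the authors' peak score (horizontal axis) in muscle and liver, for peaks within ±20 kb of a TSS. Points are WT and ERRα 3SA peaks with 95% Wilson intervals and short lines are windows 5 kb away; in ERRα 3SA muscle the share is 2.40% at scores of 30 to 39 and 17.2% at scores of at least 200.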

De novo motif analyses identified the consensus ERR response element (ERRE) as the most enriched motif in ERRα-bound segments within ±20 kb of TSSs in all conditions, with the enrichment becoming much more significant upon 3SA mutation (Figure 2H; Suppl. Fig. 2 F), highlighting dephosphorylation as a key trigger to unmask previously unknown ERRα regulated targets.

Interestingly, improved muscle performance of ERRα^3SA^ mice was found accompanied by a greater induction of PGC-1α (Figure 2I,J; Suppl. Fig. 2 G,H). 

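At *Ppargc1a* on chromosome 5, ERRα 3SA muscle had 1 called interval annotated to the gene within ±20 kb of the TSS, in an intron at 51545371–51545847, 8312 bp from the TSS. It lies in the region of the track in Figure 2K, read by eye in kb, where WT muscle had no called interval, and it ranked 11987 in its list (top 23.7%). The single WT muscle interval annotated to the gene lay at the promoter, at 51553681–51554044, 59 bp from the TSS. It had the lowest score of the WT list, a score that 33.6% of the WT muscle peaks share. Neither interval overlapped one of the other genotype, and neither held TCAAGGTCA within the 300 bp at its centre.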

ERRα chromatin occupancy at *Ppargc1a* was simultaneously increased in ERRα^3SA^ muscle (Figure 2 K), indicating a direct-regulatory and mutual-activating partnership between ERRα and PGC-1α. By contrast, *Ppargc1b* expression was downregulated by exercise and remained unaltered between genotypes (Suppl. Fig. 2 I). Moreover, ERRα^3SA^ mice displayed elevated muscle activation of AMPK when subjected to exercise (Suppl. Fig. 2 J), suggesting a feedforward loop.

### 3.3 Improved lactate homeostasis during exercise by ERRα

Another striking finding from the treadmill test is that ERRα^3SA^ mice maintained steady blood lactate levels throughout the running, while WT mice exhibited a continuous rise in circulating lactate levels generating a 33 % reduction in lactate levels in ERRα^3SA^ mice at exhaustion (Figure 3A). Lactate production from muscle fibers and its consequent secretion into blood reflects muscle glycolytic rate, a strong indicator of exercise performance. Despite similar inverse correlation rates between blood lactate levels at exhaustion and exercise tolerance parameters between WT and ERRα^3SA^ mice, the lower slopes observed for ERRα^3SA^ mice signify that their increased fitness is directly related to their ability to maintain lower blood lactate levels (Suppl. Fig. 3 A,B). ERRα^3SA^ mice presented significantly higher resting but comparable post-exercise blood glucose levels (Figure 3 A), implying increased glucose uptake. Key genes implicated in glycogenolysis, glycolysis, lactate generation and export showed similar levels in glycolytic quadriceps (Quad) of WT and ERRα^3SA^ mice, suggesting that diminished lactate production is not an underlying factor (Figure 3B,C). Liver and heart play important roles in buffering blood lactate, either using it for hepatic gluconeogenesis or directly burning it as a cardiac fuel [43]. Neither hepatic or cardiac genes involved in lactate utilization showed any differences (Figure 3D,E), indicating that these tissues are not primarily responsible for the improved whole-body lactate homeostasis of ERRα^3SA^ mice. A lactate tolerance test (LTT), revealing 28 % lower lactate levels in ERRα^3SA^ mice post 15 min of its administration, further confirmed an enhanced ability of ERRα^3SA^ mice to regulate blood lactate levels and its independence of hepatic glucose production from lactate (Figure 3 F). During exercise, lactate serves as the link between glycolysis and oxidative phosphorylation (OxPhos), lactate produced through glycolysis by fast-twitch muscle fibers could also be used in the mitochondria of oxidative fibers as energy fuel (Figure 3 G). 3SA mutation increased ERRα recruitment to muscle *Slc16a1* (*Mct1*, encoding monocarboxylate transporter 1) and *Ldhb* (encoding lactate dehydrogenase B) (Figure 3H), which together mediate lactate import and conversion into pyruvate to refuel the mitochondria. Indeed, oxidative skeletal muscles of ERRα^3SA^ mice displayed increased Mct1 and Ldhb levels both post exercise and when stimulated with exogenous lactate (Suppl. Fig. 3C–E), facilitating lactate reutilization. 

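At *Slc16a1* on chromosome 3, the WT muscle interval lay at 104637926–104639620 (5′ UTR, rank 1032, top 4.06%) and the ERRα 3SA interval at 104638680–104639396 (intron, rank 617, top 1.22%). At *Ldhb* on chromosome 6, promoter intervals lay at 142507621–142508370 in WT muscle (rank 301, top 1.18%) and at 142507667–142508299 in ERRα 3SA muscle (rank 402, top 0.794%). At both genes the intervals of the genotypes counted as shared. A weaker shared interval lay in an intron of *Ldhb*, at 142506443–142506966 in WT (rank 3863) and at 142506499–142507013 in ERRα 3SA muscle, where it had the lowest score of the list.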

Remarkably, increases in *Mct1* and *Ldhb* mRNAs and corresponding proteins were also observed in glycolytic quadriceps of ERRα^3SA^ mice (Figure 3I,J), suggesting a potential switch to oxidative myofiber. Consistently, while no change in total lactate dehydrogenase (Ldh) activity was found, both glycolytic and oxidative muscles of ERRα^3SA^ mice displayed altered Ldh isoenzyme composition marked by increased Ldh1 (Ldhb) and decreased Ldh5 (Ldha) activities, underscoring their enhanced capacity to lower lactate levels via its oxidation to pyruvate (Figure 3 K-L; Suppl. Fig. 3F–H). Interestingly, transgenic mice overexpressing Ldhb in muscle displayed increased exercise performance [44].

**Figure 3:**
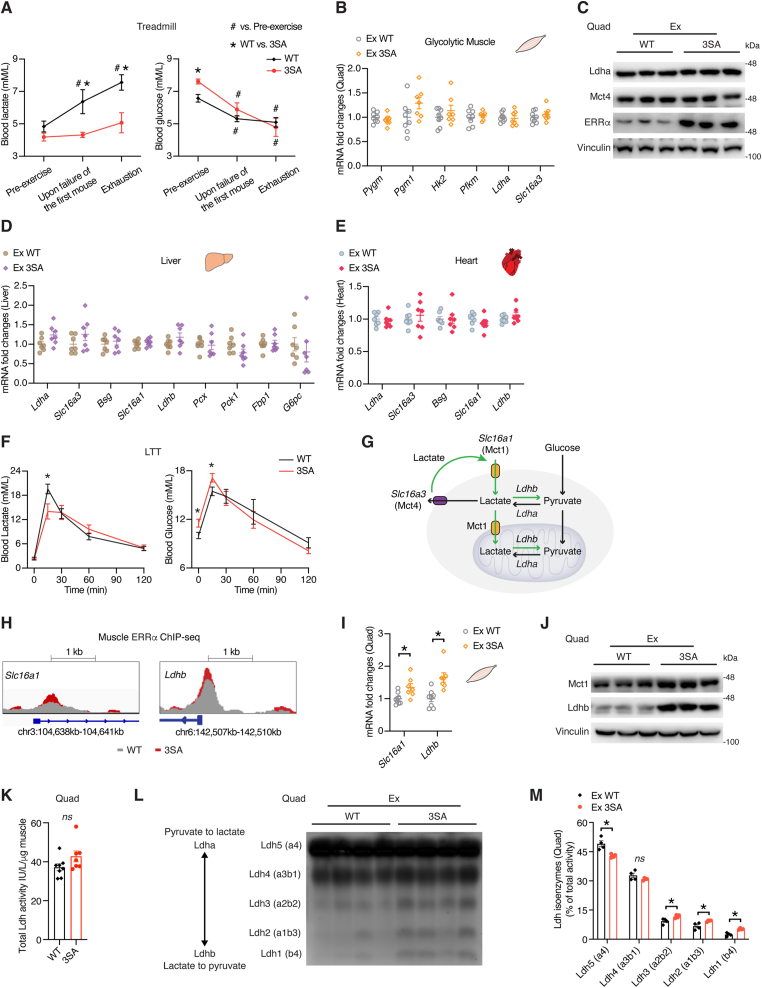
**ERRα promotes lactate homeostasis during exercise.** (A) Blood lactate (left) and glucose (right) concentrations during the treadmill exhaustion test, n = 7–12. (B) mRNA levels of the indicated genes in glycolytic quadriceps (Quad) of WT and ERRα^3SA^ mice post the treadmill exhaustion test, n = 7–8. (C) Immunoblots of quadriceps of WT and ERRα^3SA^ mice post the treadmill exhaustion test. Each lane represents one mouse, n = 3. (D,E) mRNA levels of the indicated genes in liver (D) and heart (E) of WT and ERRα^3SA^ mice post the treadmill exhaustion test, n = 7. (F) Blood lactate (left) and glucose (right) concentrations during the lactate tolerance test (LTT), n = 6. (G) Illustration of lactate metabolism in muscle. (H) WT and ERRα^3SA^ muscle ChIP-seq tracks at *Slc16a1* and *Ldhb* gene loci. (I,J) mRNA (I, n = 7–8) and protein (J, each lane represents one mouse, n = 3) levels of Mct1 and Ldhb in quadriceps (Quad) of WT and ERRα^3SA^ mice post the treadmill exhaustion test. (K) Total LDH activity in quadriceps (Quad) of WT and ERRα^3SA^ mice post the treadmill exhaustion test (n = 7–8). (L) Non-denaturing agarose gel electrophoresis determination of Ldh isoenzyme composition in quadriceps (Quad) of WT and ERRα^3SA^ mice post the treadmill exhaustion test (each lane represents one mouse, n = 4). (M) Quantification of individual Ldh isoenzymes identified in (L) expressed as percent of total Ldh activity. Data are presented as means ± SEM, ∗, #p < 0.05, unpaired two-tailed Student's t test (A,B,D-F,I,K,M). ns: not significant.

### 3.4 ERRα promotes oxidative muscle fiber type and angiogenesis

Despite unchanged muscle mass (Suppl. Fig. 4A), ERRα^3SA^ muscles displayed a redder appearance, particularly evident in quadriceps (Figure 4 A). Morphometric analyses with Laminin staining and histochemical analysis for succinate dehydrogenase (SDH) activity demonstrated that ERRα^3SA^ quadriceps have smaller myofibers and increased muscle respiratory capacity (Figure 4B,C), which are all consistent with a more oxidative muscle phenotype. Indeed, quadriceps of ERRα^3SA^ mice were found to possess about two-fold more mitochondrial DNA (mtDNA) contents in comparison with their WT littermates (Figure 4D), likely attributed in part by increased *Cmpk2* levels (Suppl. Fig. 4B), which encodes a rate-limiting enzyme supplying deoxyribonucleotides for mtDNA synthesis. Consistently, higher citrate synthase (CS) activity was observed in ERRα^3SA^ quadriceps (Figure 4E), signifying their increased mitochondrial biogenesis, in parallel with elevated detection of mitochondrial OxPhos proteins (Figure 4F). Further examination of a spectrum of myofiber markers revealed upregulated expression of genes characterizing oxidative and slow-twitch contractile apparatus together with increased oxidative fiber type specificity in quadriceps of ERRα^3SA^ mice (Figure 4G–J), in line with enhanced occupancy of ERRα^3SA^ protein at these genes (Suppl. Fig. 4C). 

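Of the myofiber genes with tracks in Suppl. Fig. 4C, *Tnni1* had a called interval in the region shown in both genotypes, on chromosome 1 at 135799448–135800508 in WT muscle (rank 2872, top 11.3%) and at 135799623–135800911 in ERRα 3SA muscle (rank 1233, top 2.43%). *Myh1* had one in ERRα 3SA muscle alone, in an exon on chromosome 11 at 67214967–67215249, and *Tnnc1* likewise, in an intron on chromosome 14 at 31209424–31210611. Both shared a tied score with many other peaks of the list. Outside the region shown for *Myh1*, WT muscle had annotated intervals at 67188269–67188855, with TCAAGGTCA in its central 300 bp (rank 2194), and at 67204370–67204714 (rank 10219). ERRα 3SA muscle had another at 67206332–67206632, with the lowest score of its list. The WT interval with TCAAGGTCA lies in an intron yet 11552 bp upstream of the *Myh1* TSS. Its assignment to *Myh1* by the nearest TSS is therefore uncertain. No interval was called in the regions shown for *Myh7*, *Tnnt1* and *Myh2* in either genotype. Elsewhere within ±20 kb of the TSS, 1 interval was annotated to *Myh7* in each genotype (rank 2194 in WT and 5574 in ERRα 3SA). To *Tnnt1*, 1 was annotated in WT muscle alone (rank 9931), and none to *Myh2*. Intervals annotated to a neighbouring gene were not counted for these genes.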

The oxygen carrier myoglobin and angiogenesis genes that are crucial for muscle adaptations to elevated oxidative demand were simultaneously upregulated in quadriceps of ERRα^3SA^ mice (Figure 4K,L). Further morphometric analyses with CD31, a marker routinely used to detect angiogenesis and capillaries, confirmed increased vasculature density of ERRα^3SA^ muscle that would facilitate their oxygen replenishment (Figure 4M). These results together uncovered ERRα as a crucial regulator triggering myofiber aerobic transformation without exercise training.

**Figure 4:**
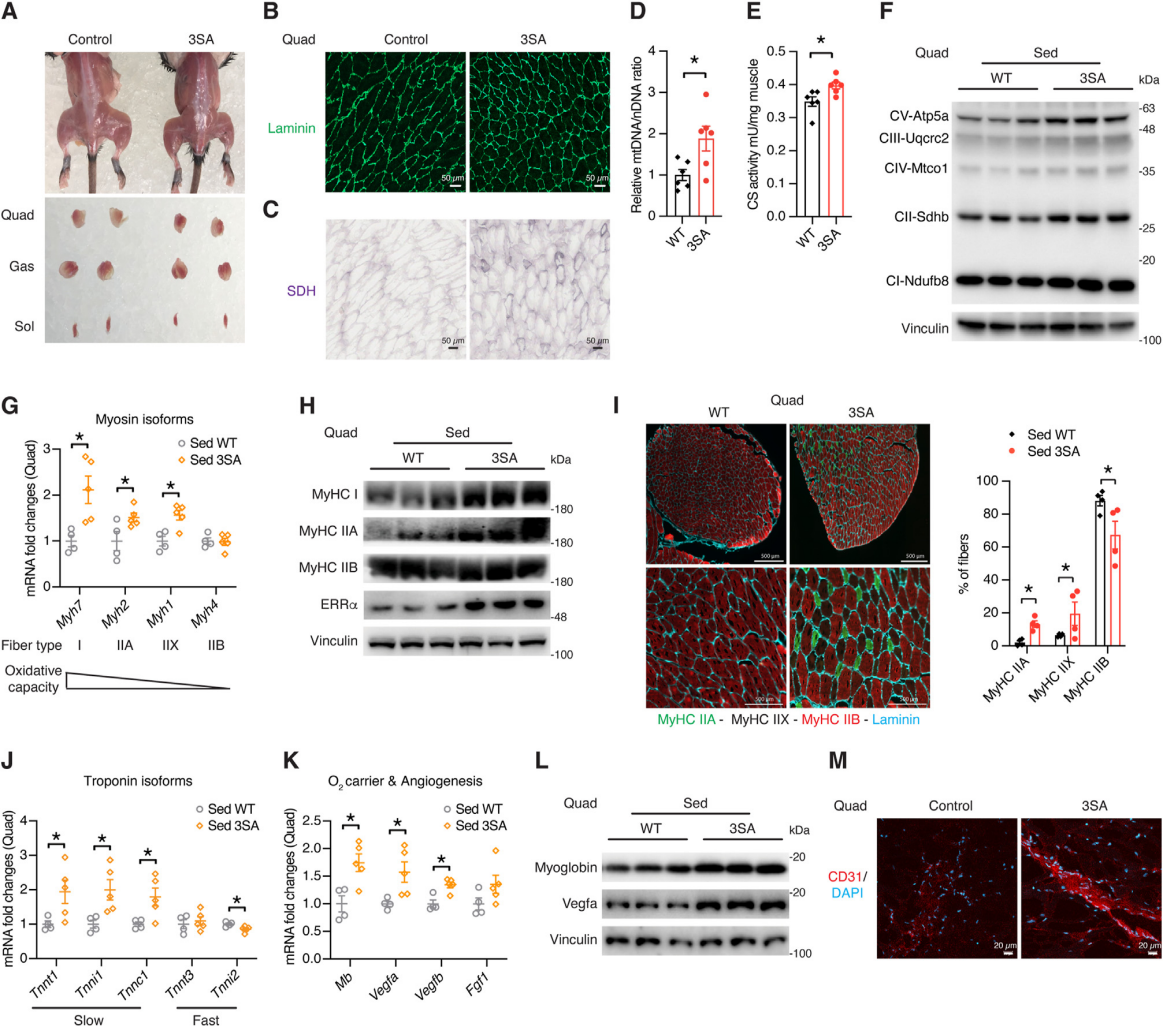
**ERRα promotes oxidative muscle fibers and angiogenesis.** (A) Representative photographs showing muscle appearances of ERRα^3SA^ mice and their littermate controls. Quad: quadriceps; Gas: gastrocnemius; Sol: soleus. (B,C) Representative Laminin stained (B) and succinate dehydrogenase (SDH) stained (C) cross-sections of quadriceps from ERRα^3SA^ mice and their littermate controls. Scale bar represents 50 μm. (D) Relative levels of mitochondrial DNA (mtDNA) to nuclear DNA (nDNA) of quadriceps from ERRα^3SA^ and WT littermates (n = 7–8). (E) Citrate synthase (CS) activity in quadriceps from ERRα^3SA^ and WT littermates (n = 6). (F) Immunoblots of mitochondrial Oxphos proteins in quadriceps from WT and ERRα^3SA^ mice. Each lane represents one mouse, n = 3. (G,H) mRNA (G, n = 4–5) and protein (H, each lane represents one mouse, n = 3) levels of genes encoding distinct myosin isoforms in quadriceps of ERRα^3SA^ and WT littermates. (I) Representative MyHC IIA and IIB immunofluorescence staining of cross-sections of quadriceps from ERRα^3SA^ mice and their littermate controls. MyHC IIX appears as unstained. Below, enlarged magnification for each muscle. Scale bar represents 500 μm. Quantification of fibers expressed as percentage of fibers is indicated for each MyHC. (J) mRNA levels of genes encoding distinct troponin isoforms in quadriceps of ERRα^3SA^ and WT littermates, n = 4–5. (K,L) mRNA (K, n = 4–5) and protein (L, each lane represents one mouse, n = 3) levels of myoglobin and angiogenesis genes in quadriceps of ERRα^3SA^ and WT littermates. (M) Quadriceps from ERRα^3SA^ and control mice were fluorescently stained for CD31. Nuclei were counterstained with DAPI. Scale bar represents 20 μm. Data are presented as means ± SEM, ∗p < 0.05, unpaired two-tailed Student's t test (D,E,G,I-K).

### 3.5 Skeletal muscle ERRα augments mitochondrial fat oxidation

ERRα 3SA phospho-mutation induced an array of 931 differentially expressed genes (DEGs, p < 0.05) in skeletal muscle [28] of which 7 % (61) consist of genes consistently modulated by exercise [45], found largely upregulated by ERRα activation and exercise, and substantially enriched in long-chain fatty acid transport, angiogenesis, and fatty acid oxidation (FAO) (Figure 5A). Among these genes, 74 % (45 of 61) were identified as direct ERRα targets (±20 kb TSS), denoted by an asterix, through cross-examination of skeletal muscle ERRα^3SA^ DEGs and ERRα ChIP-seq profiles (Figure 5A; Suppl. Fig. 5A). 

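Of the 61 genes listed in Figure 5A, 45 had a peak within ±20 kb of the TSS in at least 1 of the muscle lists (73.8%, 61.6–83.2), and the call of each gene was the same as its asterisk in the figure. A peak was present in ERRα 3SA muscle for 41 genes and in WT muscle for 27, with 23 bound in both genotypes, 18 in ERRα 3SA alone and 4 in WT alone. For 12 genes a peak was shared between genotypes. Across the genes named in any of the 4 lists, 75.3% had such a peak in muscle. A gene enters this background only through a peak, in the muscle lists among others, which raises the share bound in it. Among 10000 random lists of the same size drawn from these 19188 genes, the median number bound was 46 (95% of lists between 39 and 52), and 66.3% of the lists had at least as many as the 61 genes. With all 21887 RefSeq protein-coding genes as the background, a choice made after seeing the data, 55.3% were bound. Of the 59 listed genes found among them, 44 were bound against a random median of 33, and 0.22% of random lists reached this number. With peaks scoring at least 100, 5 of the 61 genes were bound.

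**Figure D4:**
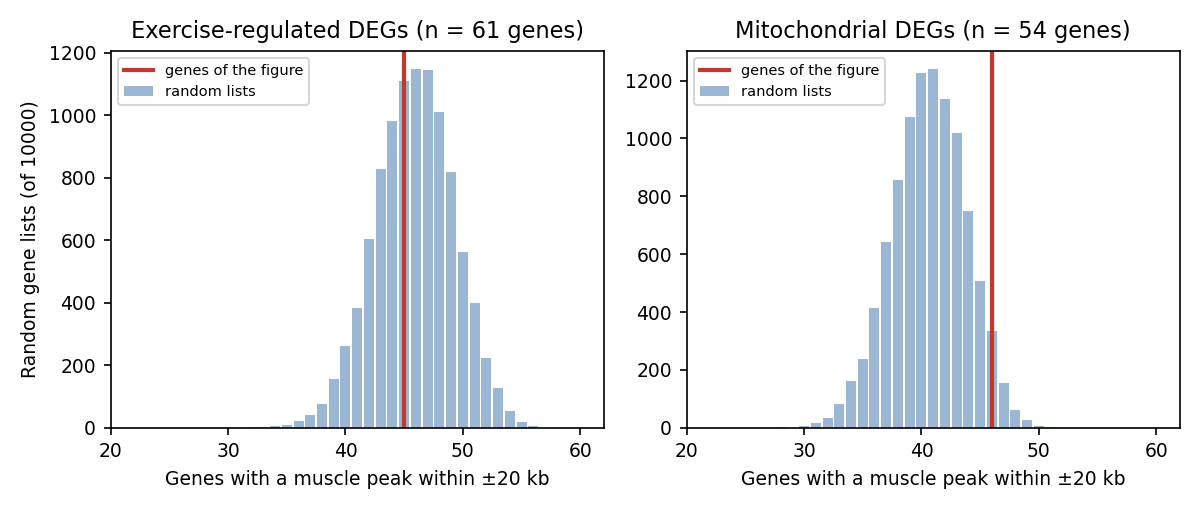
Number of genes with a muscle ERRα peak within ±20 kb of the TSS in 10000 random lists (horizontal axis, genes bound; vertical axis, random lists), drawn from genes named in any peak list. Vertical lines mark the genes of Figure 5A (45 bound, random median 46) and the mitochondrial genes of Figure 5H (46 bound, random median 41).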

The major energy substrates supporting exercise are muscle glycogen, blood glucose/lactate, and fatty acid [9]. Trained muscle exhibits increased fat oxidation, which has a lower output but higher capacity than carbohydrate metabolism and is thus associated with prolonged endurance exercise [46]. 

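In the track region of *Fabp3* on chromosome 4, intervals upstream of the TSS lay at 130306681–130308223 in WT muscle (rank 559, top 2.20%) and at 130305891–130308982 in ERRα 3SA muscle (rank 582, top 1.15%), and were shared. Both held TCAAGGTCA at 130307522–130307530, in the reference sequence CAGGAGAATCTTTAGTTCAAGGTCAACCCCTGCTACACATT. Within ±20 kb of its TSS, 6 WT and 8 ERRα 3SA peaks were annotated to *Fabp3*, the best of them a shared interval with rank 108 in WT and 41 in ERRα 3SA muscle. *Acsl1* had a promoter interval on chromosome 8 at 46490874–46491225 in ERRα 3SA muscle alone (rank 1955, top 3.86%), and the only WT interval annotated to it lay in an intron at 46488080–46488595 (rank 6260). In ERRα 3SA muscle, 3 peaks were annotated to *Acsl1*, the best with rank 1899 in an intron. Shared promoter intervals lay at *Acaa2* on chromosome 18, at 74779030–74779573 in WT (rank 9617, top 37.8%) and 74778927–74779958 in ERRα 3SA muscle (rank 3051, top 6.02%), and at *Ppara* on chromosome 15, at 85734477–85736007 in WT (rank 1058, top 4.16%) and 85734513–85736004 in ERRα 3SA muscle (rank 859, top 1.70%). Within ±20 kb, 3 WT and 5 ERRα 3SA peaks were annotated to *Ppara*. A shared upstream interval among them had the lowest score of the WT list and rank 733 in ERRα 3SA muscle. A WT interval with rank 2194 had no partner. No interval lay in the region shown for *Acadl* in either genotype. Near its TSS on chromosome 1, a shared intron interval lay at 66862764–66863251 in WT (rank 16894, the lowest score of the list) and at 66862905–66863250 in ERRα 3SA muscle (rank 11987), where 3 peaks against 1 in WT were annotated to the gene within ±20 kb. *Acot2* had 1 interval annotated to it within ±20 kb, in ERRα 3SA muscle on chromosome 12 at 83998142–83998438. It lay 10429 bp from the TSS and had the lowest score of the list. No peak within ±20 kb was annotated to *Slc25a20* in either muscle list. Intervals near it that are annotated to another gene were not searched.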

Essential genes involved in fat transport and oxidation, such as *Fabp3*, *Acsl1*, *Slc25a20*, *Ppara*, *Acot2*, *Acadl*, *Acaa2*, *Pdk4*, were all elevated in ERRα^3SA^ muscle, partly contributed by increased recruitment of ERRα^3SA^ protein to these gene loci (Figure 5B,C; Suppl. Fig. 5B). In agreement, when subjected to exercise, ERRα^3SA^ mice displayed significantly higher muscle FAO enzyme activity compared with their control littermates (Figure 5D), accompanied by similar muscle glycogen levels, and significantly reduced intramuscular free fatty acid (FFA) (Figure 5E; Suppl. Fig. 5C), an indicator of active muscle. In addition, skeletal muscle can readily acquire blood FFAs, mainly derived from hydrolysis of triglycerides in chylomicrons or adipose tissue, which are essential energy sources upon sustained exercise [47]. We observed elevated muscle expression of genes encoding lipoprotein lipase (Lpl) and fatty acid transporter (FAT/Cd36) in exercised ERRα^3SA^ mice (Figure 5F). Further examination of epididymal white adipose tissue (eWAT) demonstrated accelerated lipolysis of ERRα^3SA^ mice upon exercise, reflected by increased phosphorylation of hormone-sensitive lipase (Hsl) and significantly reduced Perilipin 1 (encoded by *Plin1*), an adipose lipid droplet (LD) surface protein known to shield LDs from lipolysis (Figure 5G; Suppl. Fig. 5D). Interestingly, enhanced dietary FA uptake and adipose lipolysis in exercised ERRα^3SA^ mice occurred without alteration in circulating FFA levels (Suppl. Fig. 5E), indicating elevated muscle FFA uptake and oxidation. Acetyl-CoA generated from either glycolysis or β-oxidation converge in mitochondria to be completely oxidized through the citrate cycle (TCA cycle) and OxPhos for maximal energy generation, processes found upregulated in ERRα^3SA^ muscle by Gene Set Enrichment Analysis (GSEA, https://www.gsea-msigdb.org/gsea/index.jsp) (Suppl. Fig. 5F). Closer inspection of DEGs revealed the upregulation of a large set of genes encoding proteins involved in mitochondrial ribosome, membranes, and complex I, III, IV, V of the electron transport chain, together with adenine nucleotide translocator (ANT) in ERRα^3SA^ muscle (Figure 5H). 

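Of the 54 nuclear-encoded mitochondrial genes of Figure 5H, 46 had a muscle peak within ±20 kb of the TSS (85.2%, 73.4–92.3). A peak was present in WT muscle for 39 genes and in ERRα 3SA muscle for 36, with 29 bound in both genotypes, 7 in ERRα 3SA alone and 10 in WT alone, and 26 with a shared peak. Random lists of 54 genes, drawn from the genes named in any list, had a median of 41 bound (95% of lists between 34 and 47). Of these lists, 5.90% had at least 46. With peaks scoring at least 100, 24 of these genes were bound against a random median of 4, and no random list reached 24, where 0.01% is the smallest share that 10000 lists can show. Among single loci, *Ndufa5* had a promoter interval in ERRα 3SA muscle alone, on chromosome 6 at 24527127–24527783 (top 21.5%). *Ndufc1*, *Uqcrq*, *Cox7a2*, *Slc25a4* and *Cycs* had shared intervals in both genotypes. The ranks in ERRα 3SA and in WT muscle, each with the top percentage of its own list, were 2721 (5.37%) and 3863 (15.2%) for *Uqcrq*, 1608 (3.17%) and 9455 (37.2%) for *Cox7a2*, 1899 (3.75%) and 1543 (6.07%) for *Ndufc1*, 288 (0.569%) and 238 (0.936%) for *Slc25a4*, and 1213 (2.40%) and 650 (2.56%) for *Cycs*. At *Uqcrh*, overlapping intervals with centres more than 300 bp apart ranked 32735 (64.6%) in ERRα 3SA and 10219 (40.2%) in WT muscle. The region shown for *Ndufb5* held no interval, while its promoter on chromosome 3 had shared intervals at 32736405–32737733 in WT (rank 194) and 32736354–32737736 in ERRα 3SA muscle (rank 170).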

ERRα^3SA^ proteins showed increased binding affinity at important mitochondrial genes in the muscle, suggesting direct regulation (Suppl. Fig. 5G). Immunoblotting analyses further confirmed elevated expression of OxPhos subunits and electron transporter Cytochrome c in ERRα^3SA^ muscle at the protein level (Figure 5I). Skeletal muscle mitochondrial biogenesis and turnover are highly regulated. Autophagy and mitophagy are established to play fundamental roles in maintaining mitochondrial health and organismal homeostasis during exercise [[48], [49], [50]]. In accordance with increased AMPK activation (Suppl. Fig. 2J), we observed a greater induction of autophagy/mitophagy-related genes by exercise in skeletal muscle of ERRα^3SA^ mice (Suppl. Fig. 5H). Activation of this stress response would restore exercise damage and boost endurance capacity.

**Figure 5:**
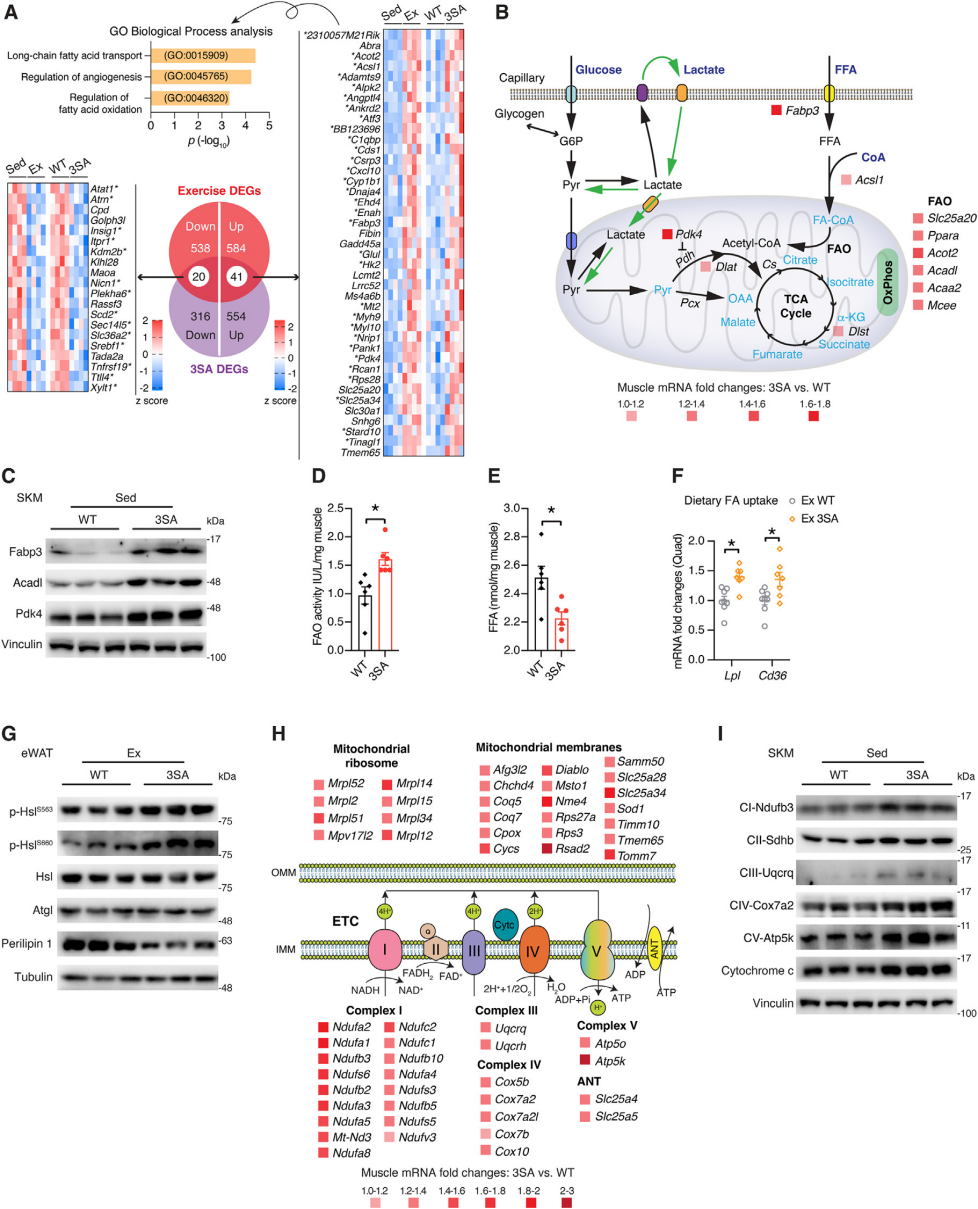
**Skeletal muscle ERRα enhances mitochondrial fat oxidation.** (A) Venn diagram, heatmap representation, and pathway enrichment analysis of skeletal muscle ERRα^3SA^ DEGs consistently regulated by exercise (p < 0.05). Genes with an asterix denote the presence of an ERRα binding event (±20 kb TSS) identified by ChIP-seq. (B) Schematic illustration of distinct fuel metabolism that converges in mitochondria. Significantly altered genes were denoted according to muscle RNA-seq analysis ERRα^3SA^ versus WT mice (p < 0.05). Altered *Acadl* levels (p = 0.54) were confirmed by RT-qPCR validation. G6P: Glucose-6-phosphate; Pyr: Pyruvate; Pdh: Pyruvate dehydrogenase; FFA: Free fatty acid; FAO: Fatty acid oxidation; CoA: Coenzyme A; OAA: Oxaloacetate; α-KG: α-ketoglutarate; OxPhos: oxidative phosphorylation; TCA cycle: Tricarboxylic Acid cycle. (C) Immunoblots of fat oxidation proteins in skeletal muscles of WT and ERRα^3SA^ mice. Each lane represents one mouse, n = 3. (D) Muscle FAO activities of WT and ERRα^3SA^ mice post the treadmill exhaustion test, n = 6. (E) Muscle FFA contents of WT and ERRα^3SA^ mice post the treadmill exhaustion test, n = 6. (F) Relative mRNA levels of fatty acid (FA) uptake genes in quadriceps (Quad) from exercised ERRα^3SA^ and WT littermate controls, n = 7–8. (G) Immunoblots of proteins related to epididymal white adipose tissue (eWAT) lipolysis. Each lane represents one mouse, n = 3. (H) Schematic diagram of significantly upregulated genes encoding diverse mitochondrial proteins according to muscle RNA-seq analysis of ERRα^3SA^ versus WT mice (p < 0.05). (I) Immunoblots of proteins related to mitochondrial respiration in skeletal muscle from WT and ERRα^3SA^ mice. Each lane represents one mouse, n = 3. Data are presented as means ± SEM, ∗p < 0.05, unpaired two-tailed Student's t test (D–F).

### 3.6 ERRα drives alternative metabolic paths in exercising muscle

Given that ERRα 3SA mutation promotes metabolic reprogramming that accommodates energy demand for endurance exercise, we next used liquid chromatography-mass spectrometry (LC-MS) to profile muscle metabolites of exercised ERRα^3SA^ mice and their littermate controls. As anticipated, intermediates of glycolysis showed no obvious differences between genotypes upon exercise, except for DHAP (Figure 6A,B), which is known to be associated with enhanced endurance exercise capacity [51] and was evidently increased in ERRα^3SA^ muscle. Interestingly, exercised ERRα^3SA^ mice demonstrated concurrently upregulated intermediates of the pentose phosphate pathway, another glucose metabolic pathway, including Ribulose-5P (1.93 FC), Ribose-5P (1.64 FC), Xylulose-5P (1.84 FC), and nucleotide synthesis precursor PRPP (1.65 FC) (Figure 6A,B). Of note, coenzyme A (CoA), required for skeletal muscle FA activation and acetyl-CoA production, was significantly upregulated in exercised ERRα^3SA^ mice, in line with elevated expression of the gene encoding the rate-determining CoA biosynthesis enzyme, *Pank1*, as well as increased occupancy of ERRα^3SA^ protein to this gene locus (Figure 6A,B; Suppl. Fig. 6A,B). 

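At *Pank1* on chromosome 19, ERRα 3SA muscle had a promoter-annotated interval at 34878121–34879411, centred 689 bp from the TSS, with rank 5574 (top 11.0%). No WT muscle interval was annotated to *Pank1* within ±20 kb or overlapped the region of the track.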

TCA cycle intermediates tended to be elevated but did not reach statistical significance, except fumarate (Figure 6B). NADH, a reducing agent that couples TCA cycle with OxPhos, showed no significant difference between genotypes, neither did NAD^+^ level or NAD^+^/NADH ratio (Figure 6B; Suppl. Fig. 6C), which are usually elevated by enhanced mitochondrial OxPhos. This discrepancy likely resulted from increased NAD^+^ hydrolysis for the synthesis of Adenosine diphosphate ribose (ADPR) (Figure 6A,B), an adenine-containing nucleotide known to regulate cellular Ca^2+^ homoeostasis [52]. Likewise, although exercised ERRα^3SA^ mice showed similar muscle ATP contents and ATP/ADP ratio compared with their littermate controls, ERRα^3SA^ mice possessed significantly upregulated high-energy phosphate compound phosphocreatine (PCr), seemingly derived from accelerated reformation fueled by aerobic ATP production (Figure 6A,B; Suppl. Fig. 6D). Notably, skeletal muscle PCr recovery from exercise has been reported to be a reliable index of mitochondrial oxidative capacity [53].

**Figure 6:**
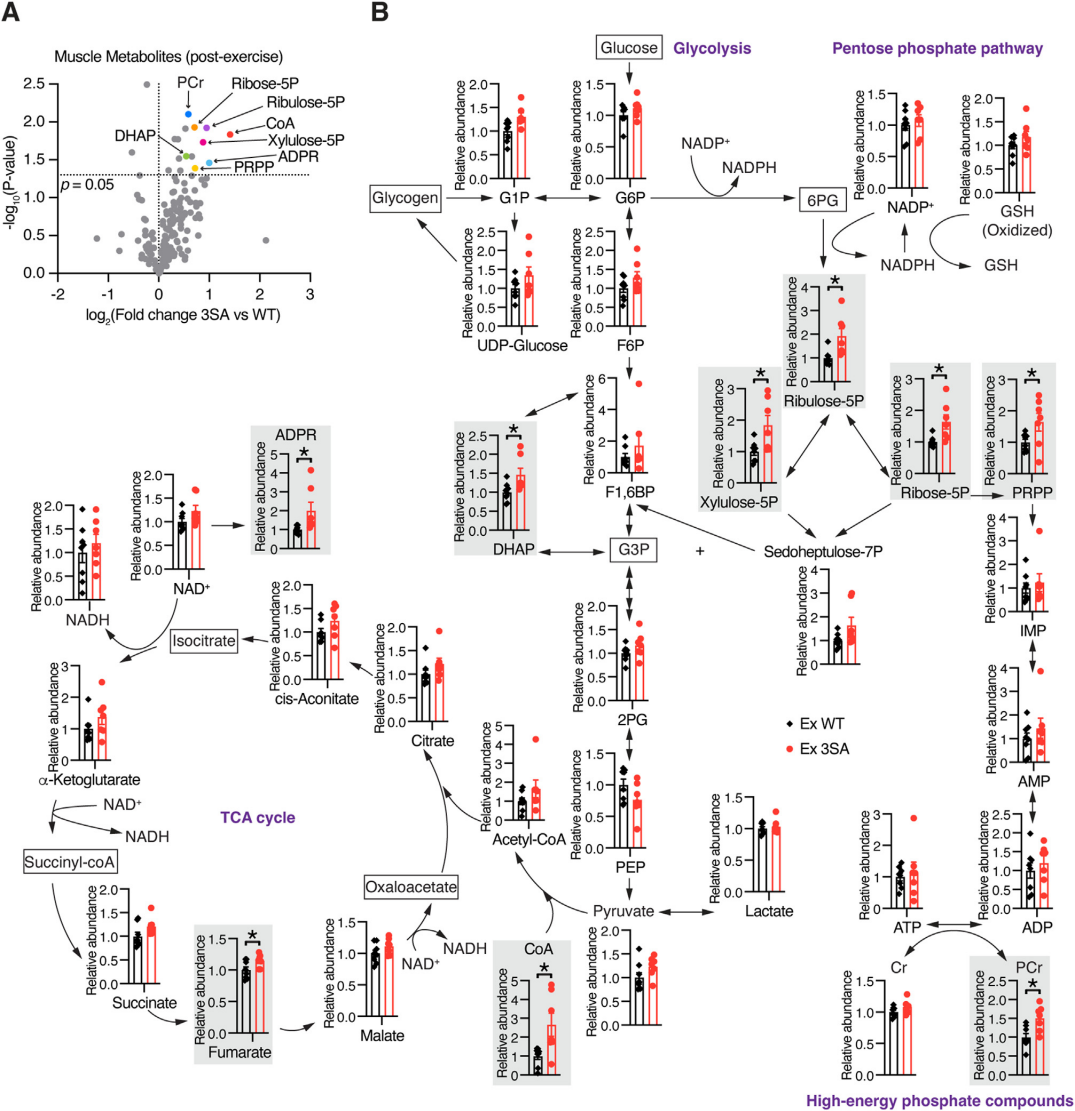
**ERRα drives alternative metabolic paths in exercising muscle.** (A) Volcano plot of exercised skeletal muscle metabolome of ERRα^3SA^ mice versus WT mice, n = 7–8. DHAP: Dihydroxyacetone phosphate; PCr: Phosphocreatine; ADPR: Adenosine-5′-diphosphate ribose; PRPP: Phosphoribosyl pyrophosphate; CoA: Coenzyme A. (B) Relative levels of metabolic intermediates mapped onto the pathways associated with glycolysis, TCA cycle, pentose phosphate pathway and high-energy phosphate compounds in skeletal muscle of exercised ERRα^3SA^ and WT littermates, n = 7–8. Significantly altered metabolites were highlighted by gray squares. ADP: Adenosine-5′-diphosphate; AMP: Adenosine-5′-monophosphate; ATP: Adenosine-5′-triphosphate; Cr: Creatine; G1P: Glucose-1-phosphate; G3P: Glucose-3-phosphate; G1P: Glucose-6-phosphate; GSH: Glutathione; F6P: Fructose-6-phosphate; F1,6BP: Fructose 1,6-bisphosphate; IMP: Inosine-5′-monophosphate; NAD^+^: Nicotinamide adenine dinucleotide; NADH: Nicotinamide adenine dinucleotide hydride; NADP: Nicotinamide adenine dinucleotide phosphate; NADPH: Nicotinamide adenine dinucleotide hydride phosphate; PCr: Phosphocreatine; 2 PG: 2-Phosphoglyceric acid; PEP: Phosphoenolpyruvic acid. Data in B are presented as means ± SEM (B), ∗p < 0.05, unpaired two-tailed Student's t test.

## 4 Discussion

Muscle response to physical exercise requires the integration of diverse signaling events, making it intriguing to decipher a class of master regulators central to the exercising network. Knockout studies have established a critical role of ERRα in controlling muscle exercise transcriptome [14], however the molecular mechanisms underlying the positive actions of ERRα on exercise performance remained elusive. Here, we harnessed to use of a mouse model with genetic disruption of three ERRα phosphosites (3SA) causing increased ERRα protein stability, an effect also observed by the stimulatory actions of exercise, to study the benefits of ERRα hyperactivation on exercise capacity.

ERRα^3SA^ mutation uncovered a large set of previously unknown ERRα targets exclusively regulated upon ERRα dephosphorylation, together with a reprogrammed muscle transcriptome that partially mimics the impacts of exercise. These molecular events together trigger skeletal muscle aerobic transformation represented by increased oxidative myofibers, angiogenesis, enhanced mitochondrial biogenesis and turnover, higher lactate and fat oxidation, increased OxPhos and accelerated PCr resynthesis, as well as activation of the pentose phosphate pathway, eventually augmenting endurance capacity (Suppl. Fig. 7). The ERRα^3SA^ mice also display enhanced motor coordination ability as measured by steady-accelerating and constant-speed rotarod tests. This observation suggests that increased ERRα^3SA^ activity outside of skeletal muscle, such as in the neuronal system, may also contribute to the observed phenotype. Indeed, ERRα-null mice exhibit schizophrenia-like behaviors and has been shown to be necessary for PGC-1α-dependent gene expression in the brain [54].

The observed profound impacts of dephosphorylation on ERRα chromatin occupancy and target gene expression, undoubtedly largely stemming from stabilized ERRα protein, may involve other mechanisms requiring further study such as differential recruitment of co-regulators that contribute to these genomic alterations. For instance, PGC-1α, a potent protein ligand for ERRα [55,56], has emerged as a central regulator orchestrating many of the exercise responses. It is well-known that ERRα and PGC-1α simultaneously act on a subset of genes predominantly regulating mitochondrial biogenesis, lipid oxidation, TCA cycle, and OxPhos [19]. ERRα^3SA^ mutation amplifies exercise-induced elevation of muscle PGC-1α, indicating that ERRα is another potent factor in a functional feedforward loop controlling PGC-1α expression in muscle [57], which synergistically modulates muscular responses during exercise. Furthermore, genetic phospho-attenuation of ERRα might favor its exchange of co-repressors for co-activators. For instance, muscle-specific loss of the classic ERRα corepressor NCoR1 enhances mitochondrial oxidative metabolism and exercise endurance, accompanied by selective ERRα activation [18].

Increases in oxidative slow-twitch myofibers could prevent muscle wasting [58], implying the potential of targeting fiber-type regulators for the treatment of diseases related to muscle wasting and frailty. The intracellular signals specifying muscle fiber types have only been partially elucidated. Surprisingly, while ERRα knockout mice display a decrease in muscle mass [14], specific loss of ERRα has minimal effects on muscle fiber types [13], likely compensated by other redundant transcription factors, including the ERRγ isoform [59]. Indeed, combined loss of ERRα and ERRγ leads to more pronounced adverse effects on muscle functions [24,25]. By contrast, ERRα phospho-mutation at birth activates genetic programs characteristic of oxidative slow-twitch muscle fibers, highlighting ERRα^3SA^ mice as a valuable model to unmask undiscovered ERRα functions. While transgenic overexpression of ERRγ in skeletal muscle is found accompanied by an upregulation of ERRβ but not ERRα mRNA expression [59], enhanced ERRα stabilization observed in 3SA muscle has no significant impact on the transcription of other ERR isoforms (Suppl. Fig. 8A,B).

Well-trained muscle displays significantly improved muscle oxidative capacity and is more flexible in switching between different nutrient sources. In addition, upon exercise, muscle capably absorbs and metabolizes circulating fuel substrates either derived from diet or released from peripheral tissues [60]. Impaired lactate and fat metabolism are critical contributors to the development of metabolic disorders. Lactate has long been considered as a waste side product of high-intensity exercise that exacerbates muscle fatigue and limits exercise performance [43]. Interestingly, lactate possesses many crucial functions that were under-appreciated, including restricting mitochondrial fatty acid uptake and oxidation, allosterically suppressing adipose lipolysis, as well as mediating tissue-to-tissue communications [43,61]. Our study supports lactate as a critical marker of exercise tolerance and key signaling molecule. We demonstrate that ERRα hyperactivation enhances lactate utilization via its oxidation to pyruvate through upregulation of Ldh1 isoenzyme activity. Our findings reinforce previous reports implicating ERRα in the direct control of Ldh complex remodeling in muscle and its positive regulation of lactate oxidation in breast cancer cells [62,63]. The higher lactate clearance capacity of ERRα^3SA^ mice is accompanied by boosted FAO and elevated peripheral fat mobilization into muscle, highlighting the potent role of ERRα in maintaining a dynamic equilibrium between lactate and fat metabolism to achieve systemic homeostasis.

Obese and type 2 diabetes patients display “metabolic inflexibility” manifested by impaired insulin-stimulated skeletal muscle glucose oxidation [64,65]. ERRα was indicated to inhibit skeletal muscle glucose catabolism by transcriptionally activating Pdk4, a negative regulator of glucose oxidation that is elevated in diabetes [66,67]. 

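At the *Pdk4* promoter on chromosome 6, the called intervals began at the same base in both genotypes, at 5496051–5496882 in WT muscle and at 5496051–5496810 in ERRα 3SA muscle. They ranked 851 of the WT peaks (top 3.35%) and 928 of the ERRα 3SA peaks (top 1.83%), and their centres lay 188 and 152 bp upstream of the TSS. TCAAGGTCA was absent from the 300 bp at both centres.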

Herein we evidenced increased Pdk4 levels in ERRα^3SA^ muscle together with elevated ERRα binding to the *Pdk4* promoter, implying a regulatory role of ERRα in metabolic flexibility. On the other hand, *Pdk4* is a well-characterized gene induced by exercise training in skeletal muscle to enhance exercise endurance via preserving glucose [14,68]. Therefore, elevated muscle Pdk4 levels might simultaneously contribute to defects in postprandial glucose disposal and increase endurance performance. Further, we previously observed an elevated RER in HFD-fed ERRα^3SA^ mice along with upregulated hepatic glycolysis and lipogenesis [28], implying their defects in using fat as an energy fuel. Similarly, but via a different mechanism, ERRα KO mice displayed a higher RER, due to insufficient oxidation of glucose and fat secondary to impaired mitochondrial function, consequently resulting in elevated energy demand from glycolysis [14]. It is also well-known that muscle contraction increases insulin sensitivity and glucose uptake, with the imported glucose primarily being used for glycogen re-storage [69,70]. Exercise indeed alleviated the impaired glucose metabolism of ERRα^3SA^ mice, independent of effects on muscle glycogen content. Instead, exercised ERRα^3SA^ mice showed evident muscle activation of the pentose phosphate pathway, an alternative route metabolising glucose. Activation of the pentose phosphate pathway has been reported to participate in the resistance against reactive oxygen species (ROS) and production of substrates for nucleic acid and lipid biosynthesis [71]. Our findings of ERRα-dependent regulation of the pentose phosphate pathway provide new insights into physiological muscle adaptation to exercise and corroborate previous discovery of ERRα as a ROS sensor [72].

Collectively, our study demonstrates an essential role of the ERRα phosphorylation state in the control of muscle functions and energy metabolism during endurance exercise, highlighting ERRα hyperactivation as a potential therapeutic target to improve exercise performance and achieve long-term exercise benefits [73]. Future work will help delineate the exact contribution of post-translational mechanisms contributing to exercise-induced ERRα stabilization and overall activity. Although this study has a focus on muscle, adaptive exercise response involves whole-body biology, including the nervous system. Thus, it will be important to dissect tissue-specific ERRα phosphorylation/dephosphorylation signaling pathways for more precise targeting of ERRα function in metabolic control.

## 5 Conclusions

We have demonstrated that increased ERRα activity via protein stabilization observed in phospho-deficient ERRα^3SA^ mice enhances exercise capacity upheld by a favorable oxidative metabolic profile manifested by increased oxidative muscle fiber types, angiogenesis, mitochondrial biogenesis, FAO, and lactate clearance via oxidation to pyruvate.

## Author contributions

**Hui Xia**: Conceptualization, Investigation, Formal analysis, Writing - Original draft; **Charlotte Scholtes**: Investigation, Formal analysis, Writing - Review and editing; **Catherine R. Dufour**: Investigation, Formal analysis, Data curation, Writing - Review and editing; **Christina Guluzian**: Investigation; **Vincent Giguère**: Conceptualization, Writing - Review and editing, Supervision, Funding acquisition.

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

Data will be made available on request.

# Supplementary material for: ERRα fosters running endurance by driving myofiber aerobic transformation and fuel efficiency
**Source:** Mol Metab. 2023 Oct 5;78:101814. doi: 10.1016/j.molmet.2023.101814
**Supplement:** Multimedia component 4

**ERR $\alpha$  fosters running endurance by driving myofiber aerobic transformation and fuel efficiency**

**Hui Xia, Charlotte Scholtes, Catherine R. Dufour, Christina Guluzian and Vincent Giguère**

**Supplemental Materials**

**Supplemental Figures 1-8**

**Supplemental Tables 1-3 (Excel Files)**

Supplemental Figure 1

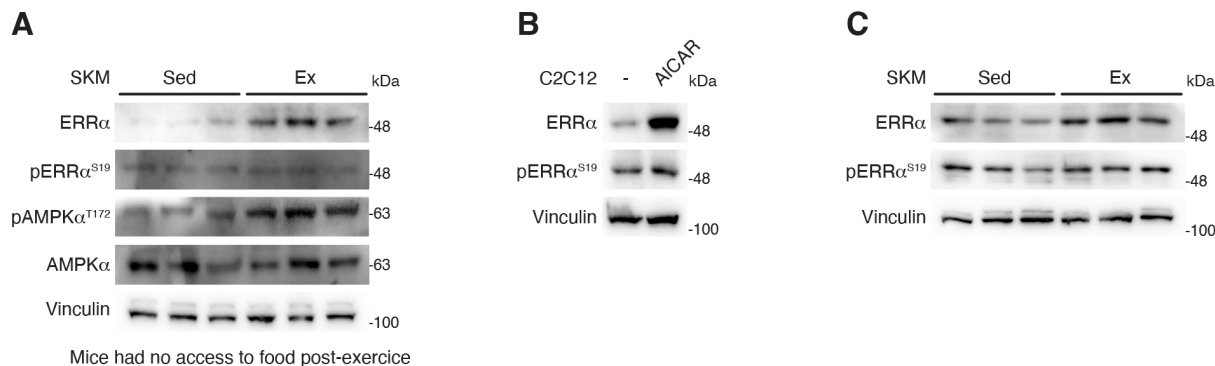

**Supplemental Figure 1:** (A) Immunoblots of indicated proteins in SKM of WT and ERRα<sup>3SA</sup> mice post the treadmill exhaustion test. Mice had only access to water, but no access to food during the recovery period post exercise to eliminate any potential post-feeding insulin-mediated induction of ERRα. Each lane represents one mouse, n = 3. (B) Immunoblots of ERRα and pERRα<sup>S19</sup> proteins in C2C12 muscle cells treated with 1 mM AICAR for 6 h. (C) Immunoblots of ERRα and pERRα<sup>S19</sup> proteins in SKM of WT and ERRα<sup>3SA</sup> mice post the treadmill exhaustion test. Each lane represents one mouse, n = 3.

Supplemental Figure 2

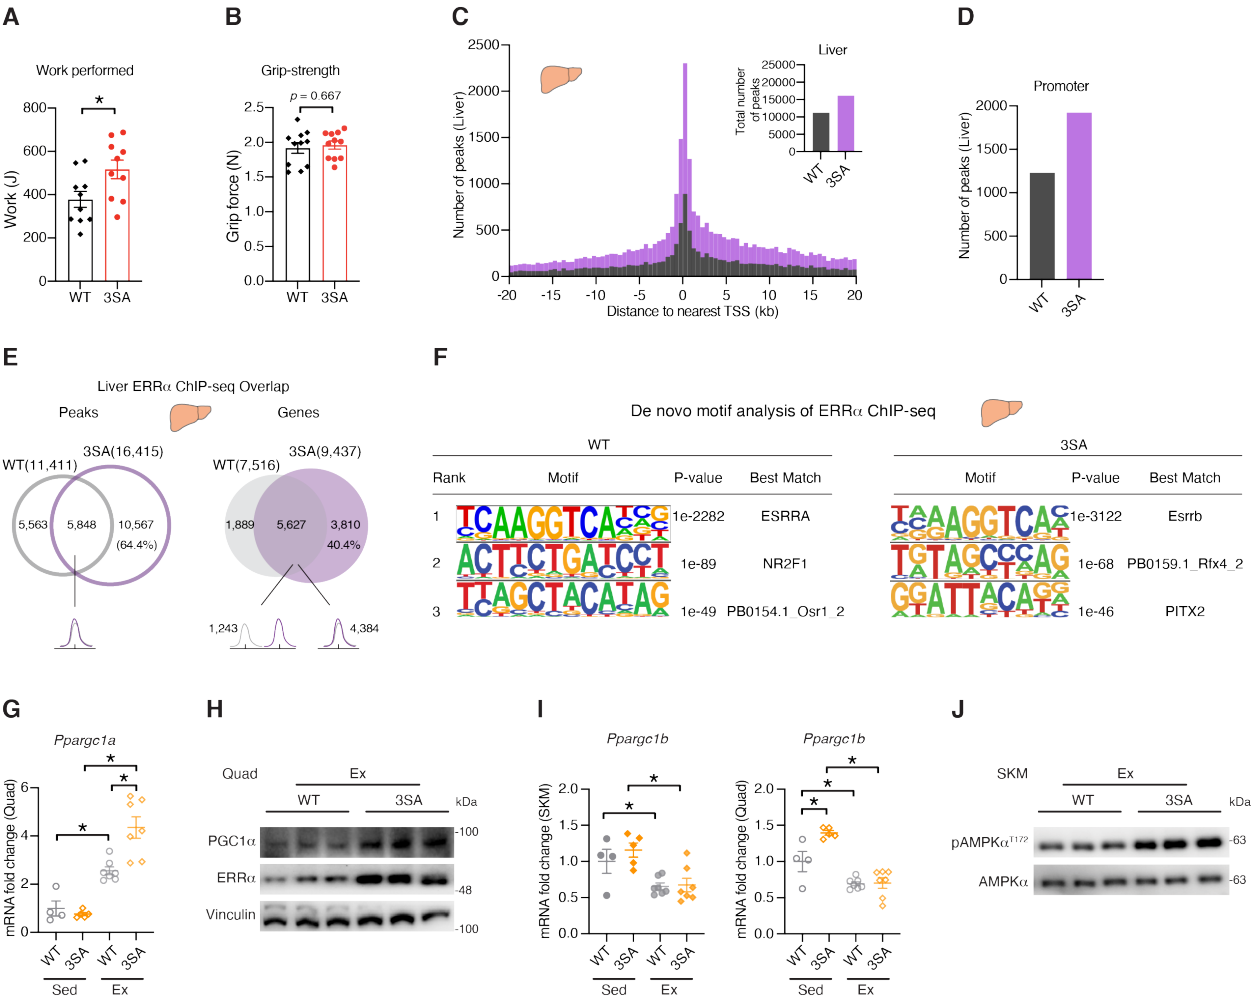

**Supplemental Figure 2:** (A) Work performed by WT and ERRα<sup>3SA</sup> mice during the treadmill exhaustion test (n = 10). (B) Four-limbs peak force tested in ERRα<sup>3SA</sup> and their WT littermates (n = 11) using a grip strength meter. (C) Distribution of liver ERRα ChIP-seq peaks ± 20 kb relative to the transcription start site (TSS) of the nearest gene identified in ERRα<sup>3SA</sup> and WT littermates. Inner histogram shows the total number of peaks bound by ERRα within ±20 kb of TSS. (D) Number of promoter-annotated liver ERRα ChIP-seq peaks. (E) Overlap of ERRα ChIP-seq binding peaks (left) and target genes (right) within ±20 kb of TSS identified in the liver of ERRα<sup>3SA</sup>

1 and WT littermates. (F) De novo motif computational discovery of  $ERR\alpha$ -bound sequences (within  
2  $\pm 20$  kb of TSS) in the liver of  $ERR\alpha^{3SA}$  and WT littermates. (G) *Ppargc1a* mRNA levels in  
3 quadriceps of WT and  $ERR\alpha^{3SA}$  mice in the sedentary state or post the treadmill exhaustion test, n  
4 = 4-7. (H) Immunoblots of PGC-1 $\alpha$  proteins in quadriceps of WT and  $ERR\alpha^{3SA}$  mice post the  
5 treadmill exhaustion test. Each lane represents one mouse, n = 3. (I) *Ppargc1b* mRNA levels in  
6 both oxidative skeletal muscle and quadriceps of WT and  $ERR\alpha^{3SA}$  mice in the sedentary state or  
7 post the treadmill exhaustion test, n = 4-7. (J) Phosphorylated (T172) and total AMPK $\alpha$  protein  
8 levels in skeletal muscle from WT and  $ERR\alpha^{3SA}$  mice post the treadmill exhaustion test. Each lane  
9 represents one mouse, n = 3. Data are presented as means  $\pm$  SEM, \*p < 0.05, unpaired two-tailed  
10 Student's t test (A,B,G,I).

11

### Supplemental Figure 3

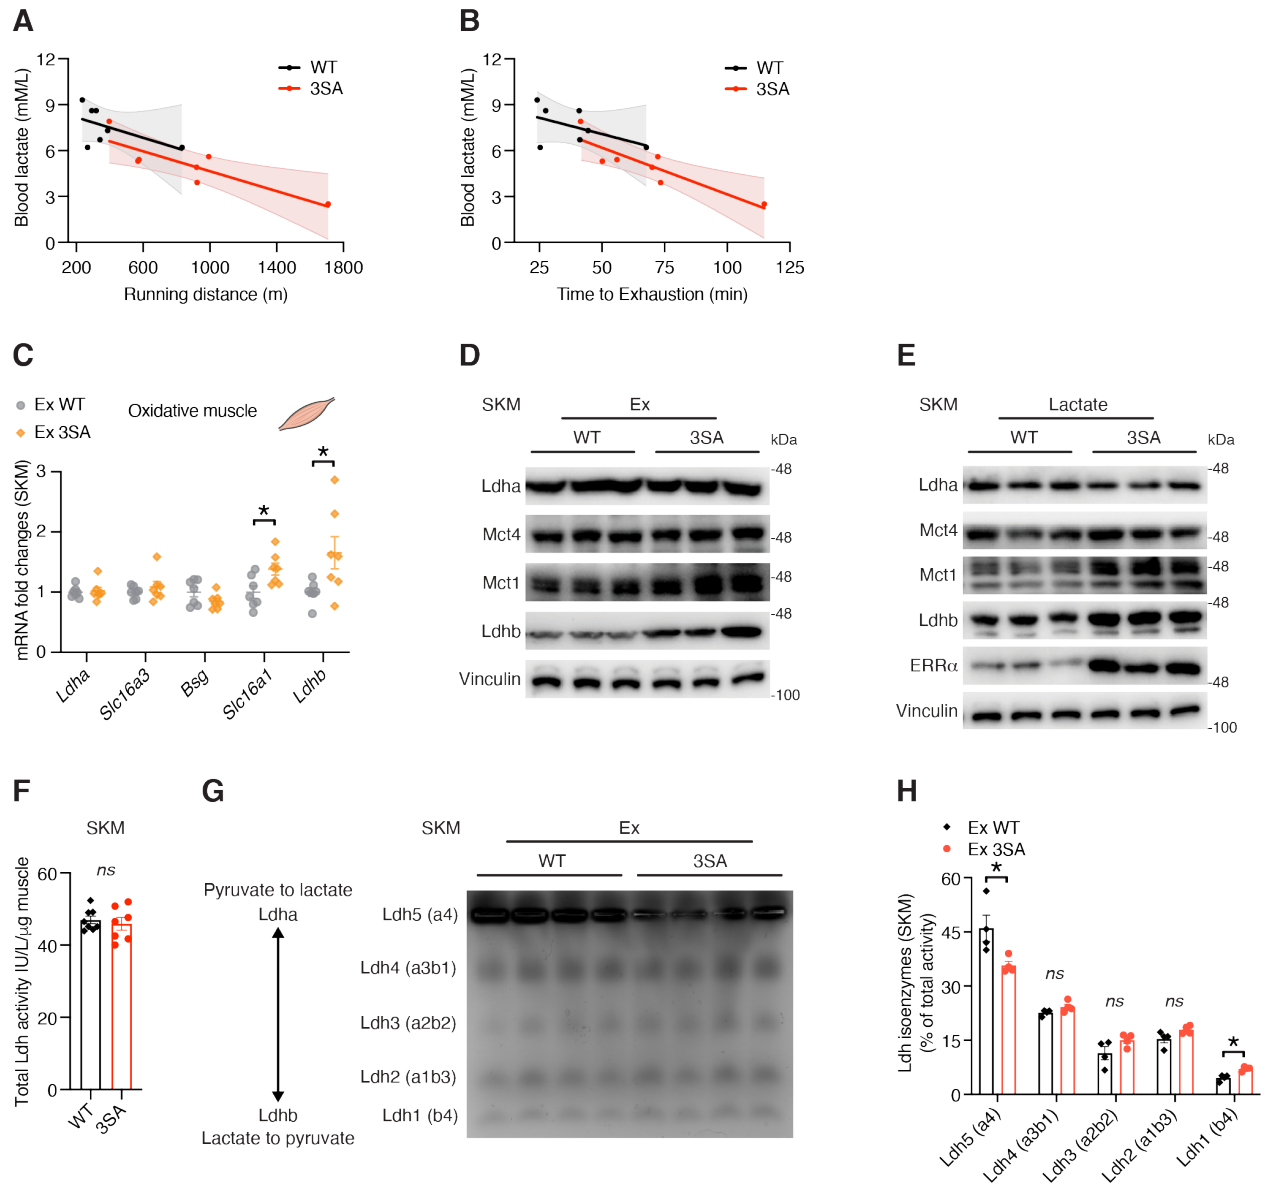

1

2 **Supplemental Figure 3:** (A,B) Regression plots of blood lactate vs. either running distance (A)

3 or time to exhaustion (B) in WT and  $ERR\alpha^{3SA}$  mice post the treadmill exhaustion test (n=7). (C,D)

4 Skeletal muscle mRNA (C, n = 7) and protein (D, each lane represents one mouse, n = 3) levels of

5 genes involved in lactate metabolism of WT and  $ERR\alpha^{3SA}$  mice post the treadmill exhaustion test.

6 (E) Skeletal muscle protein levels of genes involved in lactate metabolism of WT and  $ERR\alpha^{3SA}$

1 mice post lactate stimulation. Each lane represents one mouse, n = 3. (F) Total Ldh activity in  
2 skeletal muscle of WT and  $ERR\alpha^{3SA}$  mice post the treadmill exhaustion test (n=7-8). (G) Non-  
3 denaturing agarose gel electrophoresis determination of Ldh isoenzyme composition in skeletal  
4 muscle of WT and  $ERR\alpha^{3SA}$  mice post the treadmill exhaustion test (each lane represents one  
5 mouse, n = 4). (H) Quantification of individual Ldh isoenzymes identified in (G) expressed as  
6 percent of total Ldh activity. Data are presented as means  $\pm$  SEM, \*p < 0.05, unpaired two-tailed  
7 Student's t test (C,F,H). ns: not significant.

8

## Supplemental Figure 4

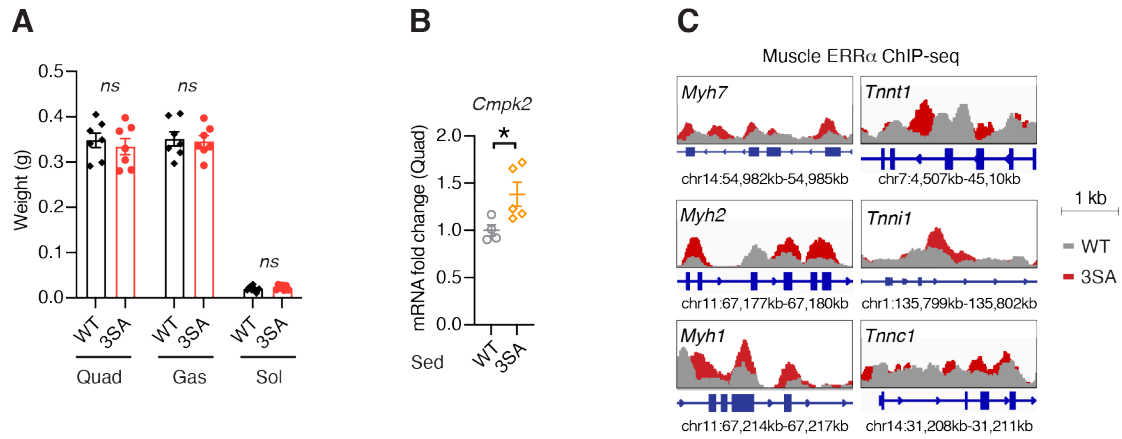

**Supplemental Figure 4:** (A) Weights of distinct muscles of  $ERR\alpha^{3SA}$  mice and WT littermates,  $n = 7$ . Quad: quadriceps; Gas: gastrocnemius; Sol: soleus. (B) *Cmpk2* mRNA levels in quadriceps of  $ERR\alpha^{3SA}$  and WT littermates,  $n = 4-5$ . (C) WT and  $ERR\alpha^{3SA}$  muscle ChIP-seq tracks at the indicated genes. Data are presented as means  $\pm$  SEM,  $*p < 0.05$ , unpaired two-tailed Student's  $t$  test (A,B). ns: not significant.

## Supplemental Figure 5

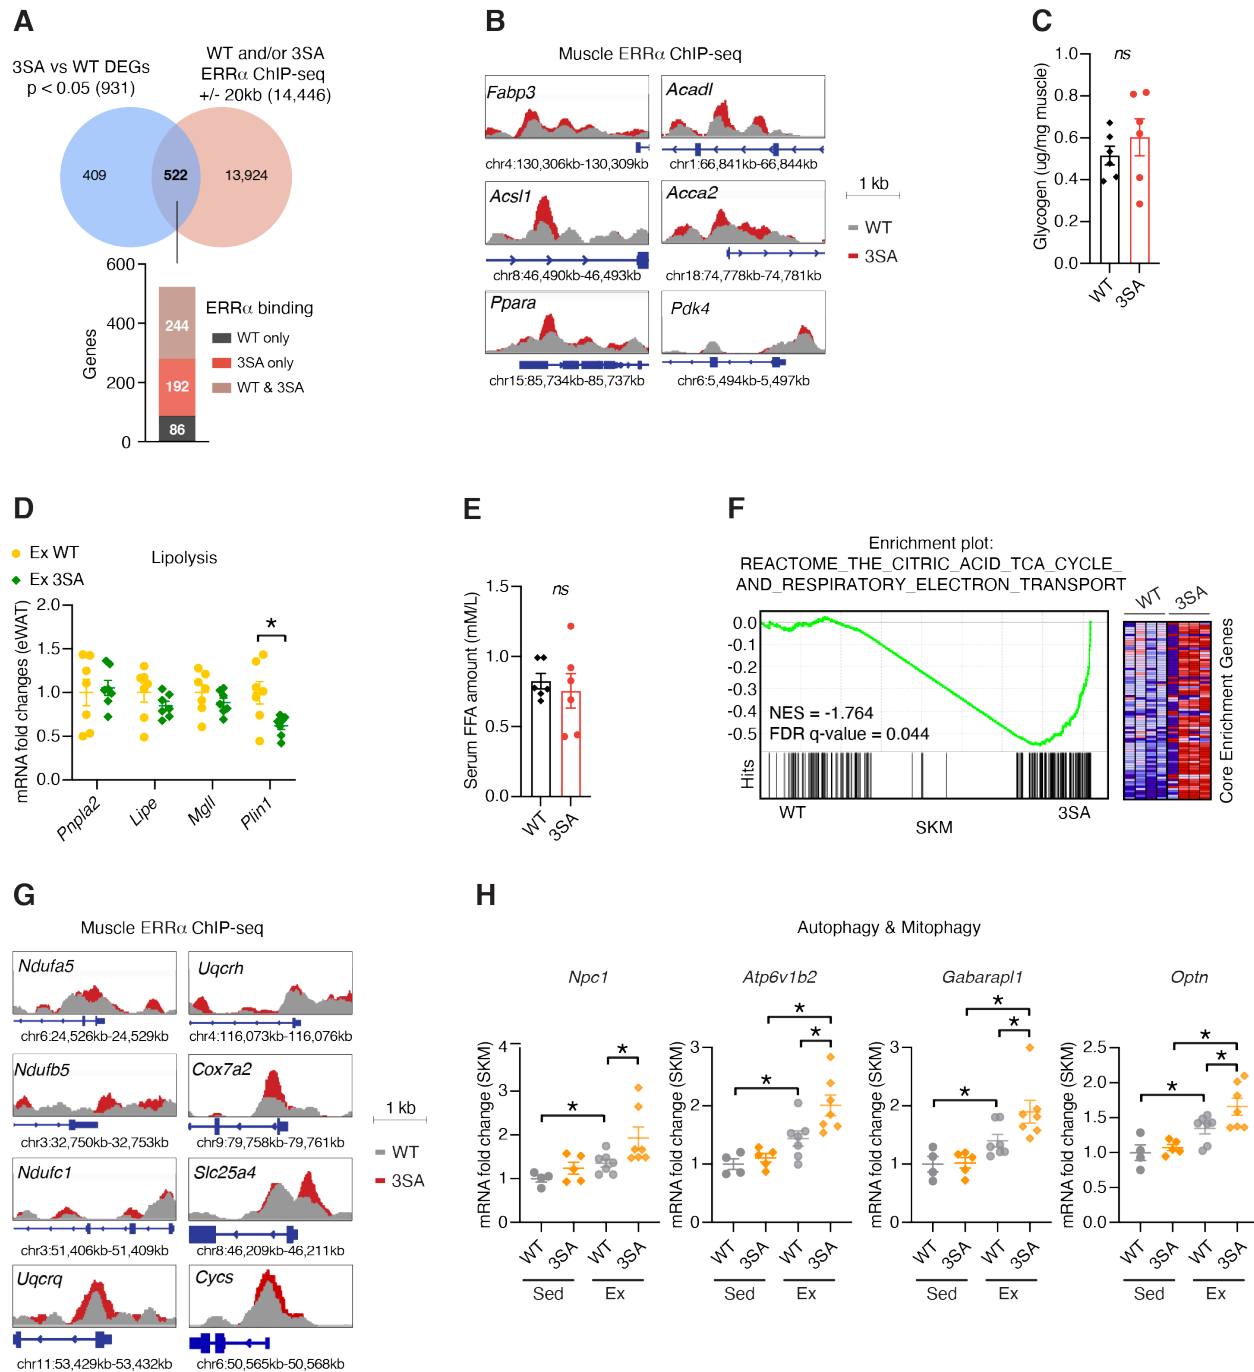

**Supplemental Figure 5:** (A) Venn diagram and bar chart showing that 56% of skeletal muscle ERR $\alpha^{3SA}$  DEGs (p < 0.05) harbor an ERR $\alpha$  binding site  $\pm$  20kb of gene TSSs as identified by

1 ChIP-seq in either WT or  $ERR\alpha^{3SA}$  mice. (B) WT and  $ERR\alpha^{3SA}$  muscle ChIP-seq tracks at the  
2 indicated genes. (C) Muscle glycogen contents of WT and  $ERR\alpha^{3SA}$  mice post the treadmill  
3 exhaustion test,  $n = 6$ . (D) Relative mRNA levels of lipolysis genes in epididymal white adipose  
4 tissue (eWAT) of exercised  $ERR\alpha^{3SA}$  and WT littermate controls,  $n = 7$ . (E) Serum free fatty acid  
5 (FFA) contents of WT and  $ERR\alpha^{3SA}$  mice post the treadmill exhaustion test,  $n = 6$ . (F) GSEA  
6 showing an upregulated Reactome gene signature from the Molecular Signature Database  
7 (MSigDB, mouse version 2023.1) related to the TCA cycle and electron transport chain in  
8  $ERR\alpha^{3SA}$  vs WT muscle transcriptomes. (G) WT and  $ERR\alpha^{3SA}$  muscle ChIP-seq tracks at the  
9 indicated genes. (H) Relative mRNA levels of genes related to autophagy and mitophagy in  
10 skeletal muscle of WT and  $ERR\alpha^{3SA}$  mice in the sedentary state or post the treadmill exhaustion  
11 test,  $n = 4-7$ . Data are presented as means  $\pm$  SEM,  $*p < 0.05$ , unpaired two-tailed Student's t test  
12 (C-E,H). ns: not significant.  
13

## Supplemental Figure 6

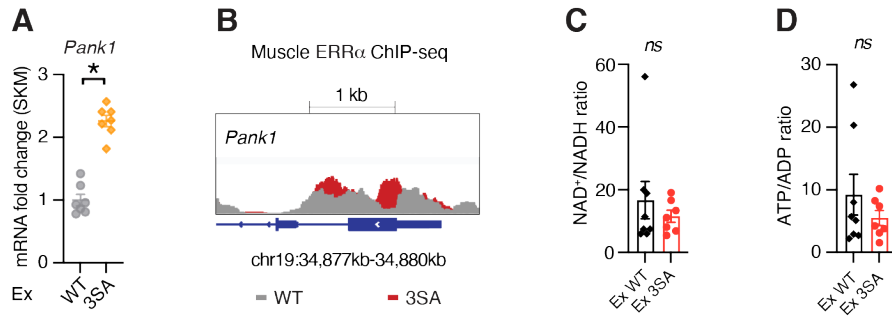

**Supplemental Figure 6:** (A) Relative *Pank1* mRNA levels in skeletal muscle of WT and  $ERR\alpha^{3SA}$  mice post the treadmill exhaustion test, n = 7. (B) WT and  $ERR\alpha^{3SA}$  muscle ChIP-seq tracks at *Pank1*. (C,D)  $NAD^+/NADH$  (C) and ATP/ADP (D) ratio in skeletal muscle of exercised  $ERR\alpha^{3SA}$  and WT littermates, n = 7-8. Data are presented as means  $\pm$  SEM, \*p < 0.05, unpaired two-tailed Student's t test (A,C,D). ns: not significant.

## Supplemental Figure 7

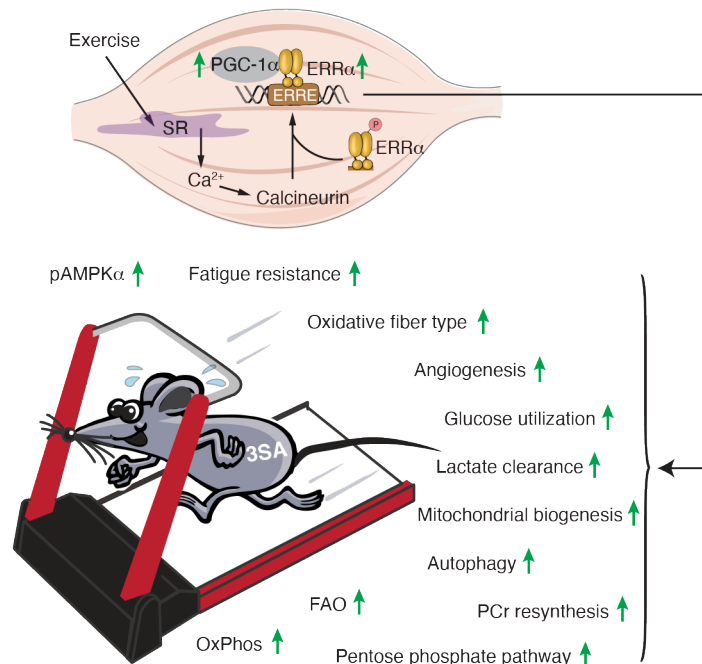

1  
2  
3  
4  
5  
6  
7  
8

**Supplemental Figure 7:  $\text{ERR}\alpha$  activation drives metabolic conditioning of skeletal muscle to endurance exercise.** Schematic summary of the physiological adaptations resulting from hyperactivation of  $\text{ERR}\alpha$  activity observed in  $\text{ERR}\alpha^{3\text{SA}}$  mice (left) and changes in  $\text{ERR}\alpha$ -dependent genes involved in signaling pathways regulating muscle function and metabolic homeostasis during exercise (right).

Supplemental Figure 8

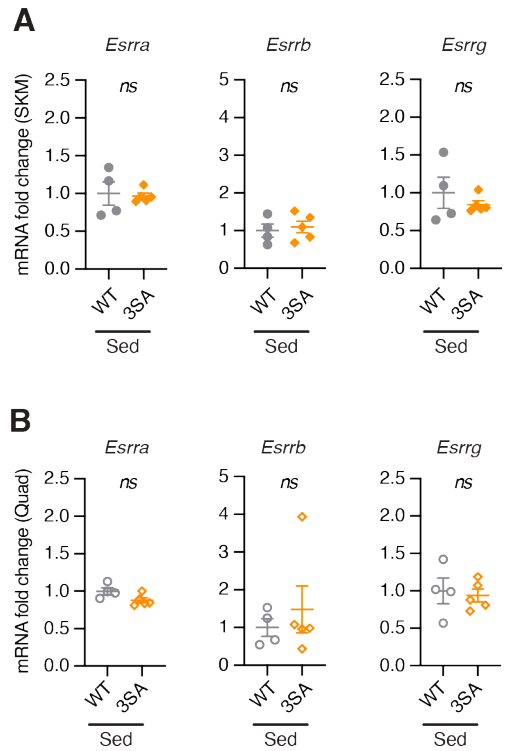

**Supplemental Figure 8: ERR isoform transcript profiles in muscle of WT and ERR $\alpha^{3SA}$  mice.**

(A,B) Relative mRNA levels encoding ERR isoforms ERR $\alpha$ , ERR $\beta$ , and ERR $\gamma$  in skeletal muscle (A) and quadriceps (B) of WT and ERR $\alpha^{3SA}$  mice in the sedentary state or post the treadmill exhaustion test, n = 4-7. Data are presented as means  $\pm$  SEM, \*p < 0.05, unpaired two-tailed Student's t test (A,B). ns: not significant.

1    **Supplemental Table 1:** ERR $\alpha$  ChIP-seq in WT and ERR $\alpha^{3SA}$  mouse skeletal muscle.

2

3    **Supplemental Table 2:** ERR $\alpha$  ChIP-seq in WT and ERR $\alpha^{3SA}$  mouse liver.

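Supplemental Tables 1 and 2, for muscle and liver, list the peaks called in each genotype with their position, score, HOMER annotation and distance to the nearest TSS. Each score ranks the peaks of its own list against input DNA. The 1950 WT muscle peaks and the 1914 WT liver peaks of these tables that were examined here were all found in the corresponding peak list. The ERRα 3SA peaks of the tables were not used here.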

4

5    **Supplemental Table 3:** Mouse RT-qPCR primer sets used in this study.

6

How the deposited data were processed for this re-analysis (not part of the article)

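ERRα ChIP-seq peak lists of skeletal muscle and liver from WT and ERRα 3SA mice were used, 1 list per genotype and tissue. The 4 input samples were mapped to their conditions but hold no values used here. The authors sequenced paired-end libraries, trimmed the reads with Trimmomatic, mapped them to mm10 with BWA-MEM, kept uniquely mapped reads without PCR duplicates, and called peaks with MACS2 against input DNA, keeping those under a stricter FDR than the default. Peaks on the mitochondrial chromosome and on scaffolds were removed by the authors, and the remaining ones were annotated with HOMER. In the deposited lists each peak has a score, which is a number without a fixed range that the authors' peak caller gave against input DNA. The CpG and GC contents are fractions of the called interval between 0 and 1, as deposited, although their headers carry a percent sign. The distance to the TSS is in bp, as the authors' annotation gives it.

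Positions are 1-based on GRCm38 patch 6, which was compared with the lists before any sequence was read. The methods of the paper describe peaks as windows of fixed size around the summit, whereas the intervals in the lists vary in width, so sequences were taken from the 300 bp around the centre of each interval. Peaks within 20 kb of the nearest TSS in the authors' annotation were counted as near a gene, and the annotated gene as the target gene. Peaks of different lists were shared when their centres lay within 300 bp, following the distance that the paper gives for mergePeaks, and the number shared was set beside 100 draws with the other list shifted by 10 to 100 kb. The HOMER commands themselves were not run. The ERRE was searched as TCAAGGTCA on either strand, beside windows 5 kb to either side of each peak and beside the reversed motif ACTGGAACT. De novo motif discovery was not repeated.

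For the genes of Figure 5A and of Figure 5H, the number with a peak within 20 kb in either muscle list was placed among 10000 random gene lists of the same size. The mitochondrially encoded gene of Figure 5H was left out, since mitochondrial peaks had been removed. For the 24 genes with muscle tracks in the paper, an interval had to overlap the region printed under the track, whose limits were read from the figures by eye in kb. Peaks at 20 abundant muscle genes and at 20 abundant liver genes were counted in the same way and set beside random lists. Where lists of equal length were compared, tied scores were kept in the order of the list. Shares have 95% Wilson intervals, and the interval of a ratio of peak numbers follows from the Wilson interval of the share of 1 list in the sum of both. Since the reads behind the lists were not analysed here, no depth enters any value.

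The genes named in the text follow a rule. They are every gene whose ERRα ChIP-seq track the paper shows or whose binding its text names, *Esrra*, and for each tissue the 3 genes with the highest-scoring WT-only peak and the 3 with the highest-scoring ERRα 3SA-only peak within 20 kb of a TSS. The groups, the main settings, this rule and all alternatives other than those marked as chosen later were set before the data were examined. The alternatives were a score of at least 50 or 100, lists of equal length, distances of 5 or 50 kb to the TSS, promoter peaks by a distance of 1000 bp, merging of peaks within 1000 bp, centre distances of 100 or 1000 bp, shared bases in place of centre distances, all peaks at any distance, the motif TNAAGGTCA, the whole interval, and other rules for a peak at a track.

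Overlap by centres, overlap by shared bases and the motif search were tested on simulated data. In 2000 simulated intervals all 500 planted partners were found with either overlap rule and none falsely. The motif search found all 90 planted sites in 300 simulated windows and 2 windows with a site that was not planted. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, with bedtools 2.31.1 and samtools 1.23.1. RNA-seq, metabolite and physiological measurements of the paper were not analysed here.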

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

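Lists of equal length and a score of at least 100 were settings fixed in advance, but their use as tests of the shares at promoters and within 20 kb was chosen only after the result was seen, while the GC and start-site tests were set down before their results were seen.

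The share of promoter-annotated peaks moved in opposite directions in the 2 tissues. The ERRα 3SA share divided by the WT share was 0.628 in muscle and 1.17 in liver. The share of peaks within 20 kb of a TSS did the same, with 0.910 in muscle, from 51.1% to 46.5%, and 1.08 in liver, from 51.4% to 55.5%. In liver the rise was not seen among peaks scoring at least 100, where the promoter share was 9.18% in WT and 9.28% in ERRα 3SA mice and the share within 20 kb 60.2% and 60.6%. The difference between tissues was not tested, since each group is a single library. A longer list that reaches weaker peaks is argued against as the whole explanation in muscle. Among as many top-scoring ERRα 3SA peaks as the WT list holds, promoter peaks made up 4.55% (4.30–4.81), still under the WT share, and peaks within 20 kb 47.9% (47.3–48.5). In liver the same selection gave 7.07% and 56.5%, farther from the WT shares than the whole list. Both liver shares are higher among high-scoring ERRα 3SA peaks, so cutting only that list raises them by construction. The liver result is therefore no test of list length. GC content was weighed by giving the ERRα 3SA peaks the GC distribution of the WT peaks. In muscle the shares became 4.76% (4.56–4.96) at promoters and 48.4% (48.0–48.8) within 20 kb, which closes part of the gap, and in liver the share within 20 kb became 54.7% (54.1–55.3), above the WT share. For promoters in liver, the weighted share was 6.17% (5.91–6.45), between the WT and the unweighted ERRα 3SA share. Its interval overlaps those of both, but overlap is not a test of a difference. The weighted and unweighted shares also come from the same peaks. How much of the promoter rise GC content accounts for in liver stays open. A difference in library depth between genotypes and an effect of the mutation that depends on the tissue stay open, untested.

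The share of peaks within 20 kb that hold TCAAGGTCA also moved in opposite directions, with an ERRα 3SA to WT ratio of 1.09 in muscle and 0.980 in liver. The intervals of the WT and ERRα 3SA shares overlap in each tissue, so no change is read from them under the settings used. The intervals did not overlap with lists of equal length and, in muscle, in the whole called interval. With lists of equal length, the ERRα 3SA share was 7.27% (6.82–7.74) in muscle and 17.3% (16.6–18.0) in liver, against 4.45% and 15.2% in WT. Only the ERRα 3SA list is then cut to its top scores, and the share rises with the score, so this comparison cannot show a change. With a score of at least 100 in both lists, the intervals overlapped. The shares were 15.6% (13.2–18.2) in WT and 17.3% (15.5–19.3) in ERRα 3SA muscle, and 24.6% (22.9–26.4) and 23.8% (22.5–25.3) in liver. In the whole called interval, the muscle shares were 7.44% (7.00–7.90) in WT and 8.27% (7.92–8.63) in ERRα 3SA mice, without overlap. With peaks at any distance, the liver share was 14.6% (14.2–15.1) in WT and 15.2% (14.8–15.6) in ERRα 3SA mice, with overlapping intervals. The difference between tissues was not tested. No explanation was tested for it.

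Peaks farther than 20 kb from a TSS, which the supplemental tables list among all others, held the ERRE more often than the windows 5 kb beside them. It was present in 3.38% (3.08–3.71) of these peaks in WT muscle, 3.78% (3.56–4.02) in ERRα 3SA muscle, 14.1% (13.4–14.7) in WT liver and 15.7% (15.0–16.3) in ERRα 3SA liver. The windows beside them held it in 0.780%, 0.687%, 0.807% and 0.781%. Start sites that the authors' annotation lacks are argued against as the source. After removal of peaks within 1 kb of any RefSeq transcript start, 3.77% of the ERRα 3SA muscle and 15.9% of the ERRα 3SA liver peaks held the element. Binding of ERRα at distal sites in both tissues stays open as a hypothesis, and whether these sites act on genes was not tested.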

How the results depend on the processing

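Overlap classes and the overlap of muscle with liver by shared bases, the whole WT list as partner of high-scoring ERRα 3SA peaks, and the RefSeq background for random lists, were chosen after seeing the data. No paired analysis was possible because each genotype and tissue is a single pooled library with no matched partner.

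The share of ERRα 3SA peaks without a WT partner stayed above 50% under every alternative that treated both lists alike, between 62.7% and 93.3% in muscle and between 51.3% and 80.2% in liver. It did not when ERRα 3SA peaks scoring at least 100 were set against the whole WT list, where it was 29.7% in muscle and 19.3% in liver, since weaker WT peaks can then serve as partners. The ratio of peaks within 20 kb stayed above 1 in liver under every alternative run, and in muscle under all but lists of equal length. The share of exercise genes among random lists drawn from genes named in any list stayed above 5% under every alternative run. The depth of the libraries is unknown, which limits every ratio of peak numbers, since no correction for depth could be made.

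Keeping peaks with a score of at least 50, the ERRα 3SA to WT ratio within 20 kb was 1.76 in muscle and 1.61 in liver, and the promoter ratio in liver was 1.72. Peaks without a WT partner made up 71.2% in muscle and 55.1% in liver, and unique target genes 59.6% in muscle. The ERRE share was 12.1% in WT muscle, 13.4% in ERRα 3SA muscle, 22.7% in WT liver and 22.0% in ERRα 3SA liver. Of the exercise genes 13 were bound and of the mitochondrial genes 30, a number reached in 0% of random lists, where 0.01% is the smallest share that 10000 lists can show.

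With a score of at least 100, the ratio within 20 kb was 2.00 in muscle and 1.59 in liver, and the promoter ratio in muscle 1.62. Peaks without a partner made up 62.7% in muscle and 51.3% in liver, and unique target genes 52.7% and 39.1%. The ERRE share was 15.6% in WT muscle, 17.3% in ERRα 3SA muscle, 24.6% in WT liver and 23.8% in ERRα 3SA liver. Exercise genes bound numbered 5 and mitochondrial genes 24, which 0% of random lists reached. Track genes with an interval numbered 11 in ERRα 3SA and 7 in WT muscle. For both score limits, lower gene numbers follow from fewer peaks, and for the other values the cause was not tested.

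With lists of equal length, the ratio within 20 kb was 0.937 in muscle and 1.10 in liver, and the promoter ratio 0.751 and 1.25. The total ratio is fixed at 1 by this construction, so these ratios show only where the top peaks lie. Peaks without a partner made up 80.5% in muscle and 58.0% in liver, unique target genes 41.0% and 34.1%, and the ERRE share of ERRα 3SA peaks was 7.27% and 17.3%. The share of random lists with as many mitochondrial genes fell to 0.47%. Cutting only the ERRα 3SA list to its top scores raises its ERRE share by construction, since that share rises with the score. For the other shares the cause was not tested.

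Within 5 kb of the TSS, the ratio was 1.54 in muscle and 1.47 in liver, unique target genes made up 58.3% and 48.0%, and 0.01% of random lists had as many mitochondrial genes bound. Within 50 kb, the ratio in muscle was 1.90 and unique target genes made up 41.4% in muscle and 35.4% in liver, and 28.5% of random lists had as many mitochondrial genes bound as the 48 counted. Merging peaks within 1000 bp gave a ratio in muscle of 1.76. For these changes the cause was not tested.

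Wider rules find more partners by construction. Peaks without a partner made up 93.3% in muscle and 80.2% in liver with centres within 100 bp, 81.1% and 59.0% within 1000 bp, and 83.1% and 61.1% when intervals shared at least 1 bp. With all peaks at any distance they made up 89.9% and 67.8%, and the ERRE share was 3.92% in WT and 4.28% in ERRα 3SA muscle, where the cause was not tested. A less strict motif or more sequence finds more sites by construction. With TNAAGGTCA the ERRE share was 6.19% in WT muscle, 6.86% in ERRα 3SA muscle, 20.04% in WT liver and 19.6% in ERRα 3SA liver. In the whole called interval it was 7.44%, 8.27%, 21.4% and 20.4% in the same order.

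With classes from shared bases, the ERRE share of shared muscle peaks was 10.9% (WT list) and 10.7% (ERRα 3SA list), that of WT-only muscle peaks 1.60%, that of shared liver peaks 21.9% (WT list) and 22.0% (ERRα 3SA list), and that of WT-only liver peaks 6.61%. The cause was not tested. Overlap between tissues by shared bases rose by construction. Of WT muscle peaks, 14.6% overlapped a WT liver and 17.3% an ERRα 3SA liver peak, and of ERRα 3SA muscle peaks 11.8% and 14.4%. Of WT liver peaks, 17.0% overlapped a WT muscle and 27.3% an ERRα 3SA muscle peak, and of ERRα 3SA liver peaks 15.2% and 25.2%. Drawn from RefSeq protein-coding genes, 0.22% of random lists had as many exercise genes and 0% as many mitochondrial genes, where this background also holds genes far from any peak.

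For single named genes, 240 calls were recomputed under the alternatives. Of these, 50 changed, 26 from an interval to none, 10 from none to an interval, and 14 in the number of intervals alone.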

Differences from the paper's values

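The shares of promoter peaks were compared only after the result was seen, and the other settings of this part were chosen before the data were examined. No value that the paper states for the same measure differed from the value found here by more than 1.5 times. The figures that could be read by eye were likewise close, such as about 13000 WT peaks within 20 kb in Fig. 2E against 12999.

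The paper describes increased recruitment to promoter regions in ERRα 3SA muscle. The number of promoter peaks was higher, but their share of all peaks fell from 6.06% to 3.81%, and it also fell at scores of at least 100, from 15.4% to 11.3%, while in liver it was 9.18% and 9.28%. The paper describes the liver pattern as less pronounced than that of muscle. This held for peaks within 20 kb, while the ERRα 3SA to WT ratio of promoter peaks was larger in liver (1.56) than in muscle (1.25). With a score of at least 100 it was 1.60 in liver and 1.62 in muscle.

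The paper reports a more significant ERRE enrichment upon 3SA mutation. Its p-values were not recomputed here. The number of peaks with TCAAGGTCA rose in both tissues. Its share of peaks went from 4.45% to 4.86% in muscle and from 15.2% to 14.9% in liver, with overlapping intervals. Relative to the surrounding windows it went from 5.18 to 4.62 times in muscle and from 13.4 to 14.2 times in liver. With lists of equal length, the ERRα 3SA share was 7.27% in muscle and 17.3% in liver. Only the ERRα 3SA list is then cut to its top scores, which raises its share by construction, so a change cannot be read from it. With a score of at least 100 in both lists, the shares were 15.6% in WT and 17.3% in ERRα 3SA muscle. In liver they were 24.6% and 23.8%, and the intervals overlapped in both tissues.

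The paper shows increased occupancy by ERRα 3SA protein at 24 genes with muscle tracks. In the regions printed under the tracks, read by eye in kb, 19 had a called ERRα 3SA interval and 5 did not, namely *Myh7*, *Tnnt1*, *Myh2*, *Acadl* and *Ndufb5*. With any peak annotated to the gene within 20 kb of its TSS, 21 of the 24 had one, among them *Myh7*, *Acadl* and *Ndufb5*. For the 13 genes with an interval in both genotypes, occupancy could not be compared, since the lists differ in length and hold no read numbers.

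The paper names *Slc25a20* among the genes with increased recruitment. No peak within 20 kb was annotated to it in either muscle list. The paper describes increased binding at mitochondrial genes, citing the tracks of Suppl. Fig. 5G. A count of genes with a peak does not measure this. Of the 54 genes of Fig. 5H, 39 had an annotated peak in WT and 36 in ERRα 3SA muscle. Counts by annotation can miss an interval. The track intervals at *Cycs* in ERRα 3SA and at *Uqcrh* in WT muscle were annotated to other genes.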

Other observations

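The tests on partners, background, the X chromosome and abundant genes were chosen only after the result they test was seen, and the ERRE test of muscle peaks with a liver partner was set down before its result was seen.

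Most ERRα 3SA peaks had no WT partner, and the share with one depended on the score. At scores of at least 200, 79.6% of ERRα 3SA muscle and 87.3% of ERRα 3SA liver peaks had a WT partner. A candidate explanation for the many unpaired peaks is that low-scoring peaks near the calling limit are found in only 1 of the lists. Broad intervals with distant centres are argued against for the set as a whole, since 4.52% of the ERRα 3SA-only muscle and 7.12% of the ERRα 3SA-only liver peaks overlapped a WT interval. For WT-only peaks of score at least 100 this explanation may hold, since 90.3% of 145 muscle and 89.9% of 306 liver peaks overlapped an ERRα 3SA interval. Of the ERRα 3SA-only peaks of such scores, 47.6% of 473 in muscle and 50.4% of 697 in liver overlapped a WT interval. Binding that differs between genotypes stays open, untested without replicates.

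Background regions were weighed as a source of the unpaired muscle peaks. The ERRα 3SA-only set held TCAAGGTCA in 3.77% of its windows, and its 13459 peaks with scores of 30 to 39 in 2.21% (1.97–2.47) against 1.10% (0.982–1.23) in windows 5 kb away, which argues against background as the only source. The same holds for the 13106 of them that overlap no WT interval, with 2.16% (1.92–2.42) against 1.09% (0.972–1.22). Of the 6799 WT-only muscle peaks with scores of 30 to 39, 1.47% (1.21–1.79) held it against 0.868% (0.725–1.04), which argues against background as the only source there too. For the 6382 of these that overlap no ERRα 3SA interval, the share was 1.28% (1.04–1.59) against 0.893% (0.744–1.07). The share is the higher of these values, but the intervals overlap at their edges. Overlap of intervals is not a test of a difference, and none was run, so for this part background stays open.

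Of the ERRα 3SA muscle peaks scoring at least 100, 499 neither had a WT muscle partner nor overlapped a WT muscle interval. Of these, 263 (52.7%, 48.3–57.0) had a WT liver partner within 300 bp, against a mean of 6.28 and at most 13 in shifted draws. Regions that give peaks in any library are argued against by their sequence, since 28.9% (23.8–34.6) held TCAAGGTCA, against 0.570% of the windows beside them and 14.4% (10.5–19.5) of the peaks without a liver partner. Among all ERRα 3SA muscle peaks scoring at least 100, whether or not WT muscle had them, 58.6% had a WT liver partner. A hypothesis is that the mutant protein may occupy sites in muscle that ERRα occupies in WT liver, and a difference in depth between the muscle libraries stays open.

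Between tissues, 11.7% of WT muscle peaks had a WT liver partner and 13.7% an ERRα 3SA liver partner, and of ERRα 3SA muscle peaks 9.47% and 11.5%. Of WT liver peaks 13.6% had a WT muscle and 22.0% an ERRα 3SA muscle partner, and of ERRα 3SA liver peaks 12.0% and 20.1%. Shifted positions gave between 1.10% and 2.59%. At scores of at least 100, 62.5% of WT muscle peaks had a WT liver partner.

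The X chromosome held few peaks, with 49 in WT muscle, 69 in ERRα 3SA muscle, 63 in WT liver and 80 in ERRα 3SA liver. The density in WT muscle was 0.286 peaks per Mb against 10.3 on autosomes, and chromosome 3, the autosome with the fewest, had 6.35. A lower number of genes or of ERRE sites on the X is argued against, because the largest ratio of X to autosome peak density was 0.0417, while the ratio was 0.673 for genes and 0.759 for ERRE sites. The single X copy of male mice was weighed by the number of X peaks expected if autosomal peaks scoring at least 100, scaled to the genes on the X, still passed the calling limit with a lower signal. Observed over expected was 0.900 in WT muscle, where this may be the explanation. It was 0.572 in ERRα 3SA muscle, 0.359 in WT liver and 0.288 in ERRα 3SA liver. These lower values argue against the single copy there only as far as the assumed limit of 100 holds. How far a score falls with the signal was not measured. The authors' mapping and filtering were not tested, and no biological explanation beyond the copy number was tested.

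Lists of 20 abundant muscle genes and 20 abundant liver genes had been fixed beforehand, of which 19 and 18 are named in at least 1 peak list. In WT muscle, 36 peaks lay at the abundant muscle genes against a random median of 13, and 0% of 10000 random lists had as many, where 0.01% is the smallest share they can show. In WT liver the same genes had 13 peaks, reached by 39.0% of random lists. The abundant liver genes had 30 peaks in WT liver against a random median of 11, reached by 0.09% of lists, and 8 peaks in WT muscle, reached by 93.9%. In ERRα 3SA mice, the muscle genes had 43 muscle peaks (0.53% of lists) and the liver genes 39 liver peaks (0.05% of lists). Signal collecting on highly transcribed genes may explain these numbers. TCAAGGTCA was held by 16.7% (7.87–31.9) of the WT and 9.30% (3.68–21.6) of the ERRα 3SA muscle peaks at abundant muscle genes, and by 10.0% (3.46–25.6) of the WT and 10.3% (4.06–23.6) of the ERRα 3SA liver peaks at abundant liver genes. Only in WT muscle does the interval lie above the share of all peaks within 20 kb. ERRα binding that targets genes of each tissue stays open, and these numbers of peaks do not settle it.

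Peaks with scores under 60 sat on few values. In WT muscle 87.0% of them had scores of 30, 36, 42, 49 or 57, in ERRα 3SA muscle 85.1% had 30, 35, 36, 42 or 49, in WT liver 87.4% had 33, 38, 44, 49 or 56, and in ERRα 3SA liver 79.4% had 32, 37, 43, 49 or 55. A score of 30 was held by 33.6% of the WT and 35.2% of the ERRα 3SA muscle peaks.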
